# PCMT1 knockdown attenuates malignant properties by globally regulating transcriptome profiles in triple-negative breast cancer cells

**DOI:** 10.7717/peerj.16006

**Published:** 2023-11-06

**Authors:** Aili Saiding, Dilinuer Maimaitiyiming, Minglan Chen, Futian Yan, Dong Chen, Xinyu Hu, Ping Shi

**Keywords:** TNBC, PCMT1, RNA-seq, Alternative splicing, Gene expression

## Abstract

**Background:**

As the most frequently diagnosed cancer in women, Breast cancer has high mortality and metastasis rate, especially triple-negative breast cancer (TNBC). As an oncogene, protein-L-isoaspartate (D-aspartate) O-methyltransferase (PCMT1) is a prognostic biomarker in breast cancer and is highly expressed, while its underlying functions remain unknown.

**Methods:**

In this study, we silenced PCTM1 in TNBC MDA-MB-231 cells by short hairpin RNA (shPCMT1) to investigate its cellular functions using cell proliferation, apoptosis, migration, and invasion experiments. Following this, the transcriptome sequencing (RNA-seq) experiment was conducted to explore the molecular targets of PCMT1, including differentially expressed genes (DEGs) and regulated alternative splicing events (RASEs).

**Results:**

The results showed that shPCMT1 inhibited the proliferation, migration, and invasion of MDA-MB-231 cells. We obtained 1,084 DEGs and 2,287 RASEs between shPCMT1 and negative control (NC) groups through RNA-seq. The DEGs were significantly enriched in immune or inflammation response and cell adhesion-associated pathways, pathways associated with PCMT1 cellular function in cell migration. The RASE genes were enriched in cell cycle-associated pathways and were associated with the altered cell proliferation rate. We finally validated the changed expression and splicing levels of DEGs and RASEs. We found that 34 RNA binding protein (RBP) genes were dysregulated by shPCMT1, including *NQO1*, *S100A4*, *EEF1A2*, and *RBMS2*. The dysregulated RBP genes could partially explain how PCMT1 regulates the global transcriptome profiles.

**Conclusion:**

In conclusion, our study identified the molecular targets of PCMT1 in the TNBC cell line, expands our understanding of the regulatory mechanisms of PCMT1 in cancer progression, and provides novel insights into the progression of TNBC. The identified molecular targets are potential therapeutic targets for future TNBC treatment.

## Introduction

Breast cancer is the most commonly diagnosed cancer in women worldwide (Howard & Olopade, 2021). Triple-negative breast cancer (TNBC), one subtype of breast cancer, lacks progesterone receptor (PR), estrogen receptor (ER), and human epidermal growth factor receptor 2 (HER2) (Yin et al., 2020). It accounts for 10–15% of all breast cancer cases and has strong invasiveness, high rates of metastases and recurrence, and a poor prognosis. Many therapies, such as hormonal or anti-HER2, have small effects on patients with TNBC due to the absence of hormone receptors (HR) and HER2 (Won & Spruck, 2020). Thus it is challenging to research TNBC therapy. Chemotherapy remains the standard of care (SOC) for TNBC. However, there is even no SOC for relapsed or refractory TNBC, which indicates the importance of developing a new therapy (Won & Spruck, 2020).

Researchers recently found that immune checkpoint inhibitors may facilitate the development of TNBC therapy (Borri & Granaglia, 2021). TNBC can also be immunogenic for multiple reasons. For example, the subtypes of TNBC have many genetic mutations and the immune system may treat the aberrant proteins as foreign ones (Disis & Stanton, 2015). As more antigens specifically expressed in TNBC cells were discovered, immunotherapy is now considered to be a new promising solution to TNBC (Li et al., 2018b). These findings facilitate the use of immunomodulatory agents such as immune checkpoint inhibitors in TNBC clinical trials to further understand immune-related TNBC properties and to find more novel immune markers (Romero-Cordoba et al., 2019). However, clinical trials are still necessary to validate the efficacy of molecular targets (Fabbri, Salvi & Bravaccini, 2020).

Some proteins are considered to be involved in the regulation of breast cancer, including PCMT1 that is related to the abundance of immune infiltration. A recent study demonstrated that the level of PCMT1 in breast cancer cells is significantly high (Guo, Du & Li, 2022a). PCMT1 has been proven to participate in the regulation of the proliferation, apoptosis, and migration of different cancer cells, which further promotes the occurrence and development of cancers (Dong et al., 2021). According to a previous study, PCMT1 is a target gene in liver cancer, indicating that it serves as a therapeutic target in multiple cancer treatments (Amer et al., 2014). PCMT1 may regulate cancer-related processes such as apoptosis through regulating multiple proteins such as Mst1 (Yan et al., 2013). Extracellular matrix (ECM) protein LAMB3 can interact with PCMT1 to activate the integrin-FAK-Src pathway that promotes the adhesion, invasion, and migration of cancer cells. These effects can be reversed by PCMT1-blocking antibody treatment (Zhang et al., 2022a; Zhang et al., 2022b). PCMT1 can also regulate the stability of regulatory T cells by methylating the promoter of forkhead box P3(FOXP3), which may explain some of its functions (Ozay et al., 2020). However, the exact functions and downstream targets of PCMT1 in TNBC are largely unknown.

In this study, we focused on the assumption that PCMT1 may regulate breast cancer-related processes by influencing the global transcriptome profile, including gene expression and alternative splicing events (ASEs). In this study, we knocked down PCMT1 in human TNBC cells (MDA-MB-231). PCMT1-related transcriptome data were obtained using high-throughput transcriptome sequencing (RNA-seq). The data were then used to analyze the potential targets regulating the transcription and alternative splicing (AS) levels of PCMT1 in MDA-MB-231 cells. The results demonstrate that PCMT1 globally regulates the transcriptome profile in MDA-MB-231 cells, and partly explain the functions on cellular phenotype of PCMT1.

## Materials and Methods

### Lentivirus

Sh-PCMT1 lentivirus was purchased from Genephem (Shanghai, China). ShRNA targeting PCMT1 (shPCMT1) sequence was: 5′-GCTAGTAGATGACTCAGTAAA-3′ (sense), while the negative control (NC) sequence was: 5′-TTCTCCGAACGTGTCACGT-3′ (sense).

### Culture and shRNA transfection of cells

The MDA-MB-231 cell line (CL-0150B, Procell, Wuhan, China) were cultured with 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle medium (DMEM) that was supplemented with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, and 100 U/mL penicillin. MDA-MB-231 cells were infected by lentivirus with MOI = 100. Stable cell lines were obtained by screening with 0.5 ug/ml puromycin and the cells were then harvested for following experiments. The primers for RT-qPCR could be found from Table S1.

### The proliferation assay

The proliferation assay of MDA-MB-231 cells was conducted using a Cell Counting kit-8 (CCK-8, 40203ES76, Yeasen, Shanghai, China). Briefly, stable MDA-MB-231 cell lines were seeded with 10,000 cells/well in 96-well culture plates. Vials without cells were used as blank controls. As the degree of cell polymerization will reach 100% after 96 h or longer, we used 0 h, 24 h, 48 h, and 72 h for assessment. After incubation at 37 °C with 5% CO_2_, we added 10 µl CCK-8 solution to the culture medium for an additional 3 h at 37 °C. We then measured the optical density (OD) of the cells with a Microplate Reader (ELX800, Biotek, Winooski, VT, USA) at an absorbance of 450 nm. The cell proliferation rate = (experimental OD value − blank OD value)/(control OD value − blank OD value) × 100%.

### Flow cytometric analysis of cell apoptosis

An Annexin V-APC/7-ADD apoptosis detection kit (40304ES60, Yeasen, Shanghai, China) was used to analyze cell apoptosis following the manufacturer’s instructions. Stable MDA-MB-231 cell lines were seeded into 6-well plates and cultured for 48 h. The shPCMT1 and NC cells were mixed with 5 µl Annexin V-APC separately and incubated in the dark at room temperature for 5 min, and then mixed with 5 µl 7-AAD reagents and incubated for 5 min, respectively. Then the cells were subjected to flow cytometric (FACSCanto, BD, Franklin Lakes, NJ, USA) analysis to calculate cell apoptosis levels.

### Cell invasion assay

Invasion assays were conducted using transwell chambers (3,422, Corning, Corning, NY, USA). The transwell chambers had 8 µm filter at the bottom and were precoated with a uniform layer of Matrigel (356234, BD Biosciences, San Jose, CA, USA), diluted for 1:8 using serum-free medium, 100 ul diluted matrigel in chambers was incubated for 1 h at 37 °C with 5% CO_2_ and removed unsolidified supernatant. Following this, 4 × 10^5^ cells were added to the inserts. Then the transwell chambers were inserted in medium with 600 ul 10% FBS (10091148, Gibco, Waltham, MA, USA). The detailed steps were conducted following a published study (Yan et al., 2018). The invasion cells were calculated under an inverted microscope (MF52-N, Mshot, Guangzhou, China) at 200× magnification.

### Cell migration assay

Migration assay was performed using transwell chambers (3422, Corning, Corning, NY, USA). A total of 2.5 × 10^5^ cells in 0.2 ml serum-free medium were added to the transwell chambers with 8 µm filter. Then the chambers were inserted in medium with 600 ul 10% FBS (10091148, Gibco, Waltham, MA, USA). The medium served as a chemoattractant in the lower chamber. The detailed steps were conducted following a published study (Yan et al., 2018). The migration cells were calculated under an inverted microscope (MF52-N, Mshot, Guangzhou, China) at 200× magnification. The raw data of apoptosis, proliferation, invasion, and migration results could be found from Table S2.

### RNA extraction and sequencing

The DNAs were removed by RQ1 DNase (Promega, Madison, WI, USA) to extract total RNAs. The quality and quantity of RNAs were then identified by the absorbance at 260 nm/280 nm (A260/A280) using SmartSpec Plus (BioRad, Hercules, CA, USA). For the three biological replicates of shPCMT1 and NC samples, mRNAs were captured from 1 µg of total RNA by VAHTS mRNA capture Beads (Vazyme, Nanjing, China; N401), and used for directional RNA-seq library preparation by VAHTS Universal V8 RNA-seq Library Prep Kit on Illumina (NR605). The detailed steps were conducted following a published study (Ren et al., 2023). Illumina NovaSeq 6000 system was used to generate the raw 150 nt paired-end reads of RNA-seq libraries.

### RNA-seq quality filtering and differentially expressed genes analysis

Raw reads were filtered by removing reads with N bases, trimming adaptors and low-quality bases using a FASTX-Toolkit (Version 0.0.13). Too short reads (<16 nt) were also discarded. The filtered reads were then aligned to the GRCh38 genome by HISAT2 (Kim, Langmead & Salzberg, 2015) allowing up to 4 mismatches. Fragments per kilobase of transcript per million fragments mapped (FPKM) was calculated using the uniquely mapped reads (Trapnell et al., 2010). The statistical power of this experimental design (three biological replicates), calculated in RNASeqPower (Hart et al., 2013) is 1. The R package DESeq2 (Love, Huber & Anders, 2014) was used to screen the DEGs. The corrected *p*-value < 0.05 and fold change (FC) > 2 or <0.5 were set as the cut-off criteria to identify DEGs differentially expressed genes differentially expressed genes (DEGs).

### AS analysis

The ABLas pipeline (Jin et al., 2017; Xia et al., 2017) was used for AS analysis and predicting the regulated alternative splicing events (RASEs) between shPCMT1 and NC samples. Briefly, ABLas detected nine types of ASEs based on the splicing junction reads, comprising exon skipping (ES), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), mutually exclusive exons (MXE), mutually exclusive 5′UTRs (5pMXE), mutually exclusive 3′UTRs (3pMXE), cassette exon, A3SS&ES, and A5SS&ES. To assess the RASEs by shPCMT1, Student’s *t*-test was used to calculate the significance of the ratio alterations of each AS event. Those events with a *P*-value < 0.05 were considered as RASEs.

### Reverse transcription and quantitative polymerase chain reaction

Reverse transcription and quantitative polymerase chain reaction (RT-qPCR) was performed to validate the DEGs and RASEs. Detailed steps and data analysis method of this experiment could be found in the published article (Li et al., 2018a). The primers for DEGs and RASEs could be found from Table S1. The raw data of RT-qPCR results could be found from Tables S3–S4.

### Functional enrichment analysis

To explore the functional categories of DEGs, KOBAS 2.0 server was used to identify enriched Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Xie et al., 2011). Hypergeometric test and Benjamini–Hochberg FDR methods were used to define the statistical significance of each pathway.

## Results

### PCMT1 knockdown inhibits the proliferation of MDA-MB-231 cells

A previous study has demonstrated the prognostic value of PCMT1 in breast cancer (Guo, Du & Li, 2022a). In this study, we further explored the cellular functions and downstream targets of PCMT1 in MDA-MB-231 cells. The PCMT1-knockdown MDA-MB-231 cell line was constructed by the short hairpin RNA (shRNA) method (shPCMT1); an empty plasmid cell line was used as negative control (NC). According to the RT-qPCR results, the expression levels between NC and shPCMT1 samples were different after transfection (Fig. 1A), consistent with the Western blot result, indicating the successful knockdown of PCMT1 (Figs. 1B, S1A). Based on the TCGA database, the survival curves of PCMT1 in breast invasive carcinoma (BRCA) also indicated that the low PCMT1 expression group had a better prognosis than the high expression group (Fig. 1C), consistent with the previous result. The proliferation experiment also showed that NC samples had a higher proliferation rate than shPCMT1 samples (Fig. 1D). While the apoptosis levels between shPCMT1 and NC samples changed slightly (Figs. S1B–S1C). Taken together, these results demonstrated that silencing PCMT1 decreases the proliferation rate of MDA-MB-231 cells.

**Figure 1:**
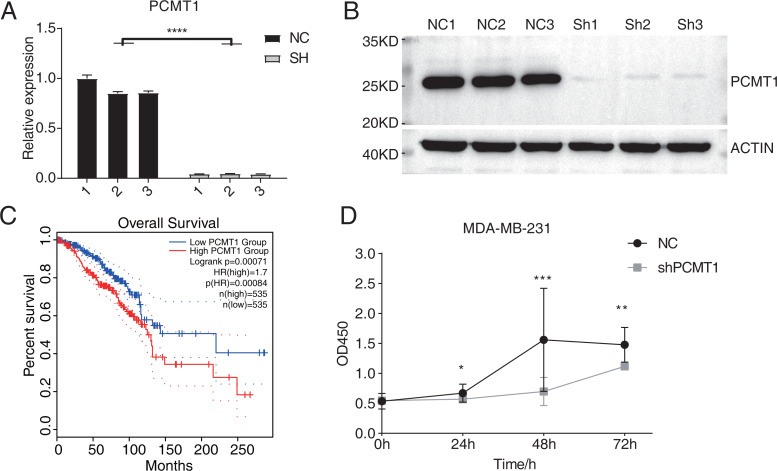
PCMT1 knockdown inhibits MDA-MB-231 cell proliferation. (A) Bar plot shows the RT-qPCR results of NC and shPCMT1 samples. Error bars represent mean ± SEM. *N* = 3. ****p-value < 0.0001, Student’s *t*-test. (B) The Western blot result shows that the PCMT1 knockdown is successful. (C) The survival curve of BRCA patients by dividing them into two groups according to PCMT1 expression using the GEPIA2 database. (D) The proliferation results of MDA-MB-231 cells after PCMT1 knockdown. Error bars represent mean ± SEM. *N* = 3. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001, Student’s *t*-test.

### PCMT1 knockdown inhibits the migration and invasion of MDA-MB-231 cells

To further explore the cellular functions of PCMT1 in MDA-MB-231 cells, we conducted cell migration and invasion experiments. The results proved that PCMT1 knockdown significantly inhibited the migration and invasion ability of MDA-MB-231 cells (Figs. 2A–2D). These results together indicate that PCMT1 may play an important role in the progression of breast cancer, including TNBC.

**Figure 2:**
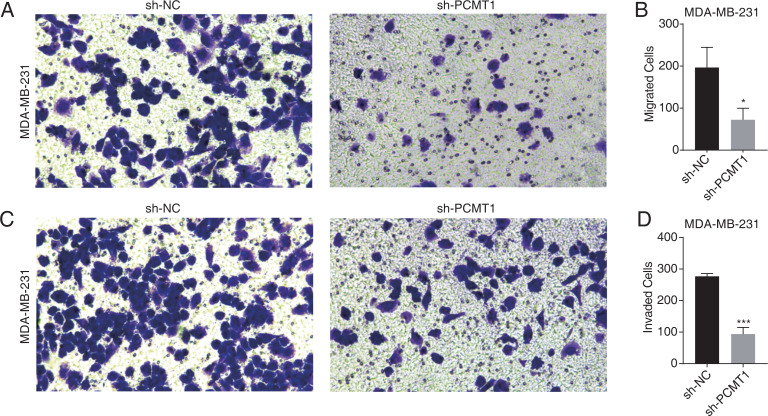
PCMT1 knockdown inhibits MDA-MB-231 cell migration and invasion. (A–B) The cell migration result (A) and quantitative presentation (B) of MDA-MB-231 cells after PCMT1 knockdown. Error bars represent mean ± SEM. *N* = 3. *p-value < 0.05; Student’s *t*-test. (C–D) The cell invasion result (C) and quantitative presentation (D) of MDA-MB-231 cells after PCMT1 knockdown. Error bars represent mean ± SEM. *N* = 3. ***p-value < 0.001; Student’s *t*-test.

### PCMT1 regulates the global gene expression profile in MDA-MB-231 cells

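RNA-seq compared 3 NC samples and 3 shPCMT1 samples of MDA-MB-231, an established cell line from a triple-negative breast cancer that grows with a mesenchymal shape. The stable lines had been made with lentivirus at an MOI of 100 and selected with 0.5 μg/ml puromycin. The authors described the 3 samples per group as biological replicates, and p-values below measure the spread between these samples. The paper describes a knockdown cell line and an empty plasmid cell line, and does not state whether the samples came from separate transductions. If each group was a single line, the p-values compare these lines and not independent knockdowns. Poly(A) RNA was captured, made into directional libraries in which the second cDNA strand is marked with dUTP, and sequenced in pairs. The authors aligned the filtered reads to GRCh38 with HISAT2 and deposited a table of read counts for 29281 genes and a table of FPKM values for 28955 genes. How reads were assigned to genes and strands is not given in the sources used here, so genes that share exon sequence with another gene are less certain. The total count was 28234695, 30065129 and 31015891 in the NC samples and 27140229, 28406842 and 27137763 in the shPCMT1 samples. Mitochondrial genes took 8.85% ± 0.35 (SD, n = 3) of the counts in NC and 7.83% ± 0.24 (SD, n = 3) in shPCMT1. From the counts, 16123 genes that passed edgeR's default filter on low counts were normalized by TMM and compared with edgeR's quasi-likelihood test. The DEG cut-offs were those of the authors, a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2 or below 0.5. Levels are given as CPM after TMM normalization, with the SD over 3 samples. The normalization, the filter and the test could each change which genes of low count pass the cut-offs.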

We then used RNA-seq to identify the changed transcriptome profiles by shPCMT1 and the molecular targets of PCMT1. According to the RNA-seq result, the expression level of PCMT1 significantly decreased in shPCMT1 samples (Fig. 3A), confirming the successful inhibition of PCMT1 expression in MDA-MB-231 cells. 

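PCMT1 encodes an enzyme that repairs damaged aspartate residues in proteins and lies on chromosome 6 of GRCh38 from 149749444 to 149811420. Its deposited FPKM was 36.5 ± 1.34 (SD, n = 3) in NC and 2.27 ± 0.14 (SD, n = 3) in shPCMT1, which is 6.21% of the NC level. Every shPCMT1 sample was below every NC sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). In counts, PCMT1 had a log2 fold change of -4.05 (standard error 0.055, adjusted p = 2.3e-27 from edgeR's quasi-likelihood test). PCMTD1 and PCMTD2, which encode proteins related to PCMT1, had log2 fold changes of -0.45 and -0.39 (adjusted p = 0.0018 and 9.1e-06 from edgeR), and PCMTD1 did not pass in 1 of 17 alternatives (log2 fold change -0.17, adjusted p = 0.078 from limma on log2(FPKM + 1) without a filter). The shRNA sense sequence GCTAGTAGATGACTCAGTAAA matches the reference from 149793593 to 149793613 on the plus strand, within the coding sequence of exon 5 of 8 of the canonical transcript. With 20 bases on either side, the reference reads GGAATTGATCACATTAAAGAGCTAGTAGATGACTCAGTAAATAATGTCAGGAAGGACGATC. Among the canonical transcripts of 62700 annotated genes, PCMT1 was the only one that held the whole target.

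**Figure D1:**
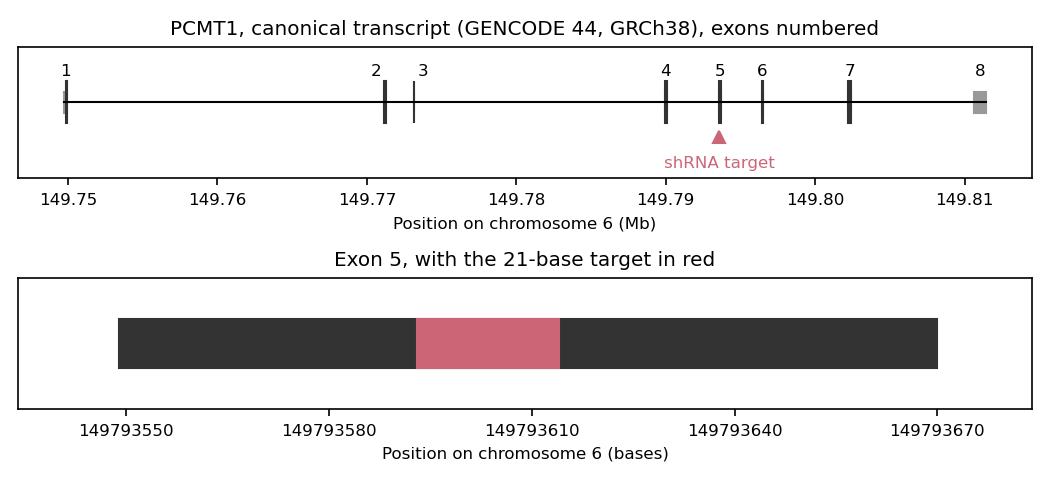
Exons of the canonical PCMT1 transcript along chromosome 6 (upper panel, Mb) and exon 5 alone (lower panel, bases). Tall dark boxes are coding sequence and low grey boxes are untranslated sequence. The shRNA target (red), from 149793593 to 149793613, lies inside exon 5.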

We then performed principal component analysis (PCA) for all detected genes. 

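The deposited FPKM values of 28946 genes that were above 0 in at least 1 sample were centred and scaled to unit variance for the principal component analysis. The first component held 41.7% of the variance and the second 15.4%. The NC samples had first-component scores of -105.9, -102.0 and -92.7, and the shPCMT1 samples had scores of 96.9, 98.8 and 105.0. The groups were apart on this component by far more than the samples within a group differed. On the second component, shPCMT1 replicate 1 had a score of -122.0 while the other shPCMT1 samples were at 58.6 and 60.2. Without scaling, so that abundant genes weigh most, the first component held 93.8% of the variance.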

The result shows that the shPCMT1 samples were separated from the NC samples by the first component, which accounted for 41.7% of all sample variation (Fig. 3B). To identify the molecular targets of PCMT1, we performed DEG analysis and obtained 1084 DEGs between shPCMT1 and NC samples after PCMT1 knockdown, comprising 771 up-DEGs and 313 down-DEGs (Fig. 3C). 

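In shPCMT1 samples, 701 genes were above the DEG cut-offs and 335 were below, 1036 DEGs among the 16123 genes tested with edgeR. Of the protein-coding genes with at least 5 CPM in shPCMT1 that rose most, CSF3, which encodes granulocyte colony-stimulating factor, went from 0.360 ± 0.096 CPM in NC to 32.6 ± 1.88 CPM in shPCMT1 (SD, n = 3), a log2 fold change of 6.47 (standard error 0.13, adjusted p = 9.8e-24 from edgeR). The interleukin genes IL11 and IL1A had log2 fold changes of 3.42 and 3.38. MPZL2, which encodes an epithelial adhesion protein, had a log2 fold change of 5.27, and the potassium channel gene KCNK1 one of 3.78. KISS1, which encodes a peptide known for suppressing metastasis, had 1, 1 and 0 reads in the NC samples and a mean of 9.38 CPM in shPCMT1, a ratio of 414 with a 95% counting interval from 114 to 3427. Of the cancer-testis genes, which are normally active in germ cells, MAGEC2, PAGE5 and SSX1 had log2 fold changes of 4.64, 4.04 and 3.51, and these belong to families of near-identical copies that could share reads. Among protein-coding DEGs with at least 5 CPM in NC, the largest falls after PCMT1 were in LYPD6B (log2 fold change -3.78), in the chemokine gene CCL2 (-3.32) and in GRAMD1B (-3.32), which encodes a cholesterol transport protein. RGS4, a regulator of G protein signalling, fell from 58.0 ± 1.39 to 12.3 ± 0.78 CPM (SD, n = 3), and NGFR, a nerve growth factor receptor gene of which 27.2% of the exon sequence is overlapped by antisense genes, from 9.38 ± 0.56 to 2.37 ± 0.37 CPM. With the fold cut-off left out, 4052 genes were higher and 3868 were lower at an adjusted p under 0.05 from edgeR. With at least 10 counts required in every sample, 416 genes were above and 223 below the DEG cut-offs.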

The hierarchical clustering heatmap also shows a consistent expression pattern in shPCMT1 and NC samples (Fig. 3D). 

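Of the 1036 DEGs from edgeR, 1020 had every shPCMT1 sample above or every shPCMT1 sample below every NC sample. The DEGs were chosen on these same samples, so this number largely follows from the choice and is not independent evidence. Over all tested genes this share was 55.4%, where chance gives 10% for 3 samples against 3. Replicates were close, with a common biological coefficient of variation of 0.033 over genes. This closeness does not tell separate transductions from cultures of a single line. Each pair of replicates still differed by more than the sampling noise (chi-square per gene from 2.18 to 4.01).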

We then performed a functional enrichment analysis of Gene Ontology (GO) database to explore the underlying functions of DEGs. 

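Inflammatory cytokine genes rose in shPCMT1 samples. Of 32 measured cytokine genes and targets of the transcription factor NF-κB, 26 were higher and 4 were lower at an adjusted p under 0.05 from edgeR (27 and 4 when adjusted over the list alone), and 15 were up-DEGs. CXCL1 and CXCL8, which encode chemokines that attract neutrophils, went from 13.2 ± 1.58 to 113 ± 4.87 CPM and from 11.6 ± 1.2 to 68.9 ± 3.59 CPM, and IL6 went from 16.8 ± 0.73 to 93.7 ± 2.20 CPM (SD, n = 3). CXCL1 may share reads with its close paralogs CXCL2 and CXCL3. CCL2, which encodes a chemokine that attracts monocytes, went the other way, to 3.56 ± 0.40 CPM from 35.6 ± 2.52 CPM (SD, n = 3). The list's median log2 fold change was 0.82 (camera with a preset correlation of 0.01, adjusted p = 3.9e-09 over 31 lists; adjusted p = 0.085 with an estimated correlation). Interferon-stimulated genes, another part of the immune response, had a median of 0.11, with 20 of 36 higher and 6 lower (adjusted p = 0.067 from camera).
Of 30 measured genes of epithelial cell junctions, 21 were higher, 3 were lower and 13 were up-DEGs (21 and 3 when adjusted over the list alone), with a median log2 fold change of 0.93 (adjusted p = 1.4e-06 from camera; adjusted p = 0.085 with an estimated correlation). EPCAM, an adhesion molecule of epithelial cells, went from 11.7 ± 1.36 to 62.3 ± 1.69 CPM (SD, n = 3). The list also held ESAM, an immunoglobulin-type adhesion molecule named after endothelial cells, which went from 31.5 ± 0.35 to 119 ± 2.09 CPM (SD, n = 3). LSR and F11R, which encode tight junction proteins, had log2 fold changes of 1.45 and 1.52, and F11R shares 36.6% of its exon sequence with another annotated gene on the same strand, so its count is less certain. Of 17 regulators of epithelial identity, 14 were higher and 2 were lower (adjusted p = 6.7e-05 from camera; adjusted p = 0.12 with an estimated correlation), among them MAL2 (2.84) and SPINT1 (2.56). Of 18 markers of luminal breast epithelium, 14 were higher and 3 were lower.
Among 29 proteases of the matrix and their inhibitors, which bear on cell migration, 14 were higher and 9 were lower (adjusted p = 0.33 from camera). MMP1, a collagenase gene, had a log2 fold change of 2.69 and TIMP2, which encodes a protease inhibitor, one of -0.59.

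**Figure D2:**
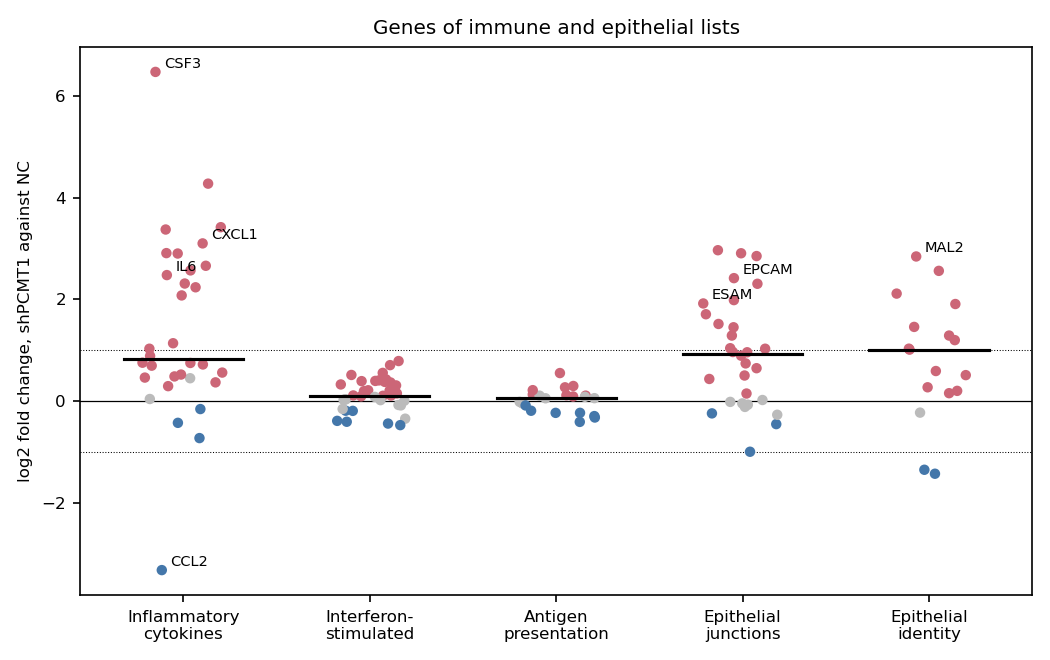
Log2 fold change of shPCMT1 against NC (y axis) for each measured gene of 5 lists (x axis). Red points were higher and blue points lower at an adjusted p under 0.05 from edgeR, grey points did not pass, thick lines are list medians and dotted lines mark a fold change of 2. The inflammatory list has its median at 0.82 and the interferon-stimulated list at 0.11.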

The up-DEGs were enriched in immune and inflammation-associated pathways and cell adhesion- and cell migration-associated pathways (Fig. 3E, top panel). 

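Adhesion genes were found on both sides of the DEG cut-offs. OLFML2A, which encodes an extracellular matrix protein, and the integrin gene ITGB3 were among the down-DEGs, with log2 fold changes of -1.46 and -1.63 (standard errors 0.035 and 0.11, adjusted p = 5.1e-22 and 8.2e-13 from edgeR). ITGB3 shares 33.2% of its exon sequence with another annotated gene on the same strand, so its count is less certain. L1CAM, a neural adhesion molecule, fell from 132 ± 4.50 to 50.1 ± 0.90 CPM (SD, n = 3). Of 15 measured genes of synapses and neurons, 7 were lower and 3 were higher at an adjusted p under 0.05 from edgeR (7 and 3 when adjusted over the list alone), and 5 were down-DEGs. MAP2, a microtubule protein of neurons, had a log2 fold change of -4.09 and ADGRB2, an adhesion receptor, one of -1.30. The MAP2 value rested on 11, 3 and 2 reads in the shPCMT1 samples, and ranged from -5.15 to -0.29 over the alternatives. The competitive test did not separate this list from other genes (adjusted p = 0.20 from camera).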

The down-DEGs were enriched in cell adhesion-associated pathways (Fig. 3E, bottom panel). 

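Lists of cell cycle and cell death genes showed smaller changes than the cytokine list. Of 49 measured genes of G2/M and mitosis, 34 were higher and 1 was lower at an adjusted p under 0.05 from edgeR (36 and 1 when adjusted over the list alone). CDC20, an activator of the anaphase-promoting complex, and AURKA, a mitotic kinase, had log2 fold changes of 0.53 and 0.37, and the checkpoint gene MAD2L1 had one of -0.68. The median over the list was 0.17 (adjusted p = 3.3e-06 from camera; adjusted p = 0.33 with an estimated correlation). Of 45 genes of G1/S and DNA replication, 18 were higher and 9 were lower, with the cyclin gene CCND1 at -0.41. Of 39 regulators of apoptosis, 16 were higher and 9 were lower. BIRC3 and BIRC2, which encode inhibitors of apoptosis, had log2 fold changes of 1.03 and 0.45, CASP4, an inflammatory caspase gene, one of 0.72 and BCL2L11, a pro-apoptotic gene, one of -0.76. Of 25 targets of p53, 9 were higher and 5 were lower. Neither the G1/S, the apoptosis nor the p53 list passed the competitive test (adjusted p = 0.44, 0.28 and 0.38 from camera). From the immune, adhesion and migration terms enriched among its DEGs and the cell assays of Fig. 2, the paper proposes that PCMT1 could modulate the state of the cells by regulating the expression of genes associated with those functions.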

The enriched biological process (BP) pathways were consistent with the cellular functions of PCMT1 identified in Fig. 2, suggesting that PCMT1 could modulate the cellular state by regulating the expression levels of associated genes.

**Figure 3:**
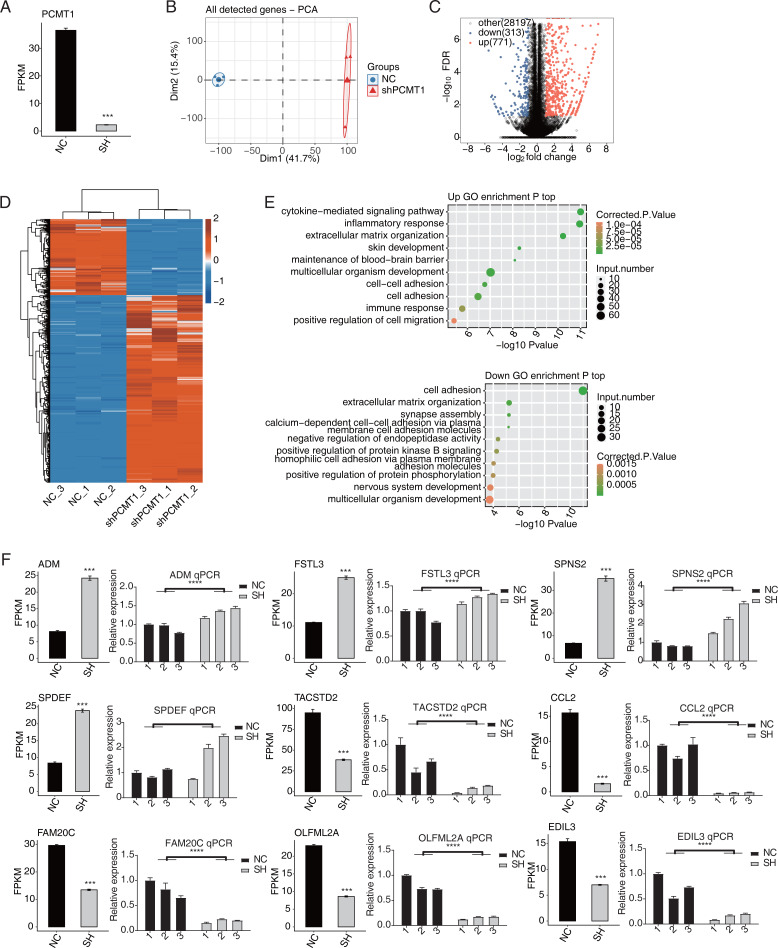
PCMT1 regulates gene expression in MDA-MB-231 cells. (A) The bar plot shows the expression pattern and statistical difference of DEGs for PCMT1. Error bars represent mean ± SEM. *N* = 3. ***p-value < 0.001; Student’s *t*-test. (B) PCA result based on FPKM values of all detected genes from shPCMT1 and NC groups. The ellipse for each group is the confidence ellipse. (C) The volcano plot displays all DEGs between shPCMT1 and NC samples. (D) The hierarchical cluster heatmap presents the expression levels of all DEGs. (E) The scatter plot shows the top enriched GO BP results of the up-regulated (top panel) and down-regulated (bottom panel) DEGs.The bar plot shows the expression pattern and statistical difference of 9 DEGs by RNA-seq and RT-qPCR validation. Error bars represent mean ± SEM. *N* = 3. ***p-value < 0.001; ****p-value < 0.0001; Student’s *t*-test.

Multiple cancer-related DEGs are found to be different between NC and shPCMT1 samples. In total, nine inflammation and cancer-associated DEGs were selected to show their changed expression patterns, comprising four up-DEGs (*ADM*, *FSTL3*, *SPDEF*, and *SPNS2*) and five down-DEGs (*TACSTD2*, *CCL2*, *EDIL3*, *FAM20C*, and *OLFML2A*). 

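All 9 genes passed the DEG cut-offs of edgeR in shPCMT1 samples, and since the paper chose them on these samples, they are not independent evidence. Among the 4 higher genes, SPNS2, a sphingosine-1-phosphate transporter gene, went from 30.9 ± 1.04 to 159 ± 9.35 CPM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.045, adjusted p = 2.3e-24 from edgeR). ADM, which encodes the vasoactive peptide adrenomedullin, had a log2 fold change of 1.54 and SPDEF, an epithelial transcription factor gene, one of 1.46. FSTL3, which encodes an activin-binding protein, went from 38.5 ± 0.45 to 84.2 ± 2.74 CPM (SD, n = 3), a log2 fold change of 1.13. Among the lower genes, EDIL3 and FAM20C, which encode an integrin-binding matrix protein and a secretory pathway kinase, had log2 fold changes of -1.18 each. In each of the 9 genes every shPCMT1 sample was apart from every NC sample in the same direction.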

To validate the dysregulation of these DEGs, we performed RT-qPCR experiment and found that except *SPDEF*, eight of the nine DEGs showed consistent and significant difference with RNA-seq data (Fig. 3F).

### PCMT1 regulates the expression level of RBPs

As an important protein family, RNA binding proteins (RBPs) play essential roles in transcriptional and post-transcriptional regulation and modulate the progression, expression, and functions of various RNAs (Gerstberger, Hafner & Tuschl, 2014; Hentze et al., 2018). Thus we analyzed the RBPs dysregulated by shPCTM1 in MDA-MB-231 cells and found 34 RBPs and DEGs overlapped (Fig. 4A). 

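The table of RBPs used by the authors was not used here, so the 34 symbols printed in Fig. 4B were read off one by one in the edgeR comparison. Of these genes, 32 passed the filter on low counts and all 32 passed the DEG cut-offs. EPPK1 had 4 reads over the NC samples and 30 over the shPCMT1 samples, and PIWIL2 had 13 and 64, and neither was tested. DESeq2 and edgeR without the filter measured all 34 and called 22 up and 12 down. DZIP1 and AZGP1 had no read in any NC sample and were at least 17.3-fold and 17.6-fold higher in shPCMT1, against a floor of 3 counts over the NC group, a bound that covers counting error only.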

Of the 34 RBPs, 22 were up-regulated and 12 were down-regulated by shPCMT1, and these RBPs changed consistently in the two groups (Fig. 4B). 

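Among the RBP genes of the figure, 20 were up-DEGs and 12 were down-DEGs in edgeR, and this direction was part of their choice. The higher genes included AFF3 (log2 fold change 3.67, standard error 0.22), the junction protein genes F11R, CGN (1.29) and DSP (1.03), and ISG20 (1.23), which encodes an RNA exonuclease. The lower genes included NANOS1 (-1.67), a regulator of translation, KCTD12 (-1.19) and PPARGC1A, a coactivator of mitochondrial genes, which went from 12.0 ± 0.63 to 5.61 ± 0.22 CPM (SD, n = 3). Several of the genes were near the lower end of detection. RNASE1, SIDT1, CELF4 and MAPT had a mean under 1 CPM in both groups, and their log2 fold changes had standard errors from 0.33 to 0.53. MAPT did not pass with limma on log2(FPKM + 1) without a filter (adjusted p = 0.12).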

We selected several important cancer and alternative splicing associated RBP genes that were differently expressed by shPCMT1, and validated their expression pattern by RT-qPCR experiment (Fig. 4C). 

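The RBP genes examined by RT-qPCR were ESRP2, PEG10, RBMS2 and ZC3H12A, which were higher in shPCMT1 samples, and EEF1A2, NQO1 and S100A4, which were lower. ZC3H12A, which encodes an RNase that degrades cytokine mRNA, went from 12.8 ± 1.66 to 79.4 ± 2.57 CPM (SD, n = 3), a log2 fold change of 2.63 (standard error 0.060, adjusted p = 1.1e-22 from edgeR). ESRP2, an epithelial splicing regulator gene, had a log2 fold change of 1.91, PEG10, a gene of retrotransposon origin, one of 1.13 and RBMS2 one of 1.01, which was under the fold cut-off with upper quartile normalization (0.99), without NC replicate 2, without shPCMT1 replicate 3 and with limma on log2(FPKM + 1) (0.93). EEF1A2, which encodes a translation elongation factor, went from 19.2 ± 0.84 to 6.71 ± 0.33 CPM (SD, n = 3), and was under the fold cut-off with limma on log2(FPKM + 1) (-0.99). S100A4, a calcium-binding protein gene linked to metastasis, had the highest level of the 7, 1318 ± 60.7 CPM in NC and 576 ± 21.2 CPM in shPCMT1 (SD, n = 3). NQO1, which encodes a quinone reductase, had a log2 fold change of -1.03, which was under the fold cut-off when only library size was corrected for and with limma on the FPKM scales (-0.98 and -0.96), and 19.4% of its exon sequence is overlapped by an antisense gene. The paper chose these 7 on the same samples.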

PCMT1 may regulate these RBPs to influence the AS of cancer-related genes.

**Figure 4:**
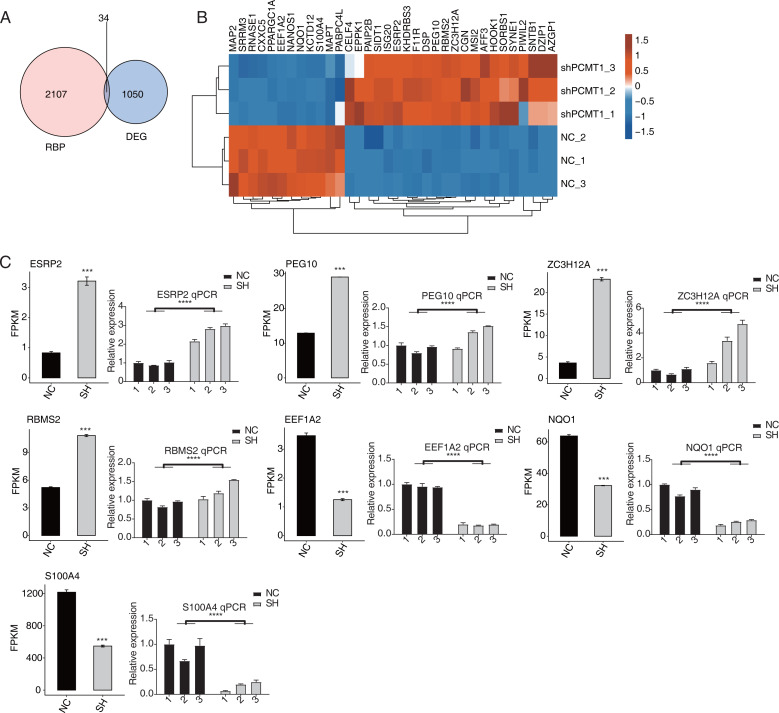
PCMT1 regulates the expression of RBPs. (A) Venn diagram shows the overlapped result between RBPs and DEGs. (B) The hierarchical cluster heatmap displays the expression levels of all overlapped RBPs from (A).The bar plot shows the expression pattern and statistical difference of 7 differentially expressed RBPs by RNA-seq and RT-qPCR validation. Error bars represent mean ± SEM. *N* = 3. ***p-value < 0.001; ****p-value < 0.0001. Student’s *t*-test.

**Figure 5:**
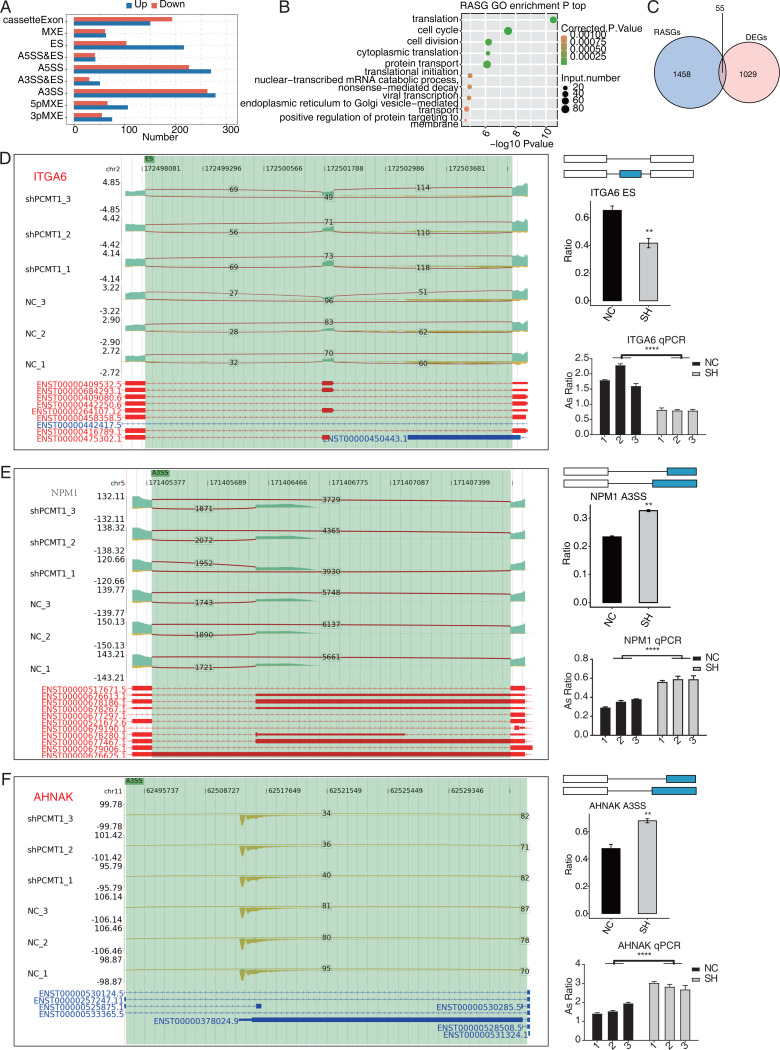
PCMT1 regulates the AS of genes in MDA-MB-231 cells. (A) The bar plot shows the number and types of PCMT1-regulated ASEs. (B) The scatter plot displays the top enriched GO BP pathways of the RASGs. (C) Venn diagram shows the overlapped genes between RASGs and DEGs. (D) PCMT1 regulates the AS of *ITGA6*. Left panel: IGV-sashimi plot presents the RASEs and binding sites across mRNAs. Reads distribution of RASE is shown above and the transcripts of each gene are shown below. Right panel: The schematic diagram depicts the structure of ASEs. RNA-seq and RT-qPCR validation of ASEs was shown in the right middle and bottom panel, respectively. (E) The same as (D) but for *NPM1*. Error bars represent mean ± SEM. *N* = 3. **p-value < 0.01, ****p-value < 0.0001; Student’s *t*-test.The same as (D) but for *AHNAK*. Error bars represent mean ± SEM. *N* = 3. **p-value < 0.01, ****p-value < 0.0001; Student’s *t*-test.

### PCMT1 regulates the AS pattern of transcripts in MDA-MB-231 cells

Post-transcriptional regulation, especially AS, plays a critical role in various BPs (Ule & Blencowe, 2019). We investigated whether shPCMT1 influenced the AS profile in MDA-MB-231 cells using the RNA-seq data. Using the ABLas program (Xia et al., 2017), we identified 2287 PCMT1-regulated ASEs (RASEs) between shPCMT1 and NC samples. These RASEs fell into 9 AS types (Fig. 5A). The ES events increased in shPCMT1 samples, while cassette exon decreased in shPCMT1 samples (Fig. 5A), indicating that PCMT1 knockdown tended to exclude exons during primary RNA processing. According to the GO enrichment analysis of the RASE-embedded genes (RASGs), they were enriched in cancer-related pathways such as cell cycle, cell division, and translation (Fig. 5B). 

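Among the splicing-related genes SRSF3, LARP7, KHDRBS3, TIA1, HNRNPK and RBM23, the expression of KHDRBS3, which encodes an RNA-binding protein of the STAR family, rose from 3.60 ± 0.19 to 12.4 ± 0.53 CPM in shPCMT1 (SD, n = 3), a log2 fold change of 1.79 (standard error 0.10, adjusted p = 6.4e-14 from edgeR). The splicing factor gene SRSF3 had a log2 fold change of -0.08 (adjusted p = 0.020 from edgeR) and TIA1 one of 0.26 (adjusted p = 0.016 from edgeR). Neither of these was past the threshold in every case where 1 library was left out. SRSF3 was at an adjusted p of 0.12 without NC replicate 2, 0.10 without shPCMT1 replicate 1 and 0.060 without shPCMT1 replicate 3, and TIA1 at 0.11 without NC replicate 1 and 0.14 without shPCMT1 replicate 1, all from edgeR. TIA1 did not pass with DESeq2 (adjusted p = 0.057) or with limma on log2(FPKM + 1) without a filter (adjusted p = 0.13), and SRSF3 did not pass with only library size corrected for (adjusted p = 0.12 from edgeR) or with limma on the FPKM scales (adjusted p = 0.30 to 0.42). TIA1 starts at 70209444 on chromosome 2, among genes that were mostly higher as a block. The median log2 fold change was 0.186 over the genes of that chromosome up to 85603196. LARP7, HNRNPK and RBM23 had log2 fold changes of -0.06, -0.03 and -0.05 and did not pass (adjusted p = 0.42, 0.32 and 0.35 from edgeR). Levels of mRNA were compared here, and the splicing events of these genes were not analysed here.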

Meanwhile, we detected several AS pathways and associated genes from RASGs, including *SRSF3*, *LARP7*, *KHDRBS3*, *TIA1*, *HNRNPK*, and *RBM23* (Table S5). To investigate the association between DEGs and RASGs, we found 55 genes overlapped between DEGs and RASGs (Fig. 5C). We selected 10 overlapped RASGs to illustrate the reads distribution, the splicing reads number, and the changed AS ratio of the dysregulated RASEs. They are ES of *ITGA6* (Fig. 5D), A3SS of *NPM1* (Fig. 5E), A3SS of *AHNAK* (Fig. 5F), A5SS of *DDX10* (Fig. S2A), 3pMXE of *ZNF384* (Fig. S2B), A5SS of *DUSP14* (Fig. S2C), cassette exon of *BAIAP2* (Fig. S3A), A3SS of *SNHG29* (Fig. S3B), A3SS of *FOXP1* (Fig. S4A), and A3SS of *CD44* (Fig. S4B). 

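Junction reads of 6 of these events are listed per sample in Table S2, and their AS ratio was recomputed as the alternative junction reads over alternative plus model junction reads. In ITGA6, which encodes an integrin subunit, the ratio of the junction that skips the exon from 172501772 to 172501901 on chromosome 2 of GRCh38 fell by 23.8 percentage points, from 65.4% ± 5.41 in NC to 41.6% ± 5.94 in shPCMT1 (SD, n = 3), so that skipping was less frequent. The mean of the 2 model junctions that include the exon was the model count. With the sum of both as the model count, the ratio was 48.8% in NC and 26.4% in shPCMT1. In AHNAK, which encodes a large scaffold protein, use of the alternative 3' splice site rose from 47.9% ± 4.86 to 68.1% ± 2.30 (SD, n = 3). The ratio in ZNF384, a zinc finger gene, rose from 31.3% ± 4.24 to 54.0% ± 6.99, and that in DUSP14, a phosphatase gene, from 10.9% ± 1.44 to 21.4% ± 3.11 (SD, n = 3). FOXP1, a transcription factor gene, rose from 39.4% ± 1.17 to 52.0% ± 0.09, and CD44, a hyaluronan receptor gene, from 26.5% ± 3.36 to 40.4% ± 2.80 (SD, n = 3). In each of the 6 events the samples of the groups did not overlap (two-sided exact permutation test, p = 0.1 each, the smallest p that 3 samples against 3 allow). The events rested on 25 to 50 junction reads per sample in FOXP1 and 26 to 54 in ZNF384, and on 97 or more in the others. The events were chosen by the paper on these samples, and those of NPM1, DDX10, BAIAP2 and SNHG29 were not analysed here.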

Meanwhile, we validated their changed AS ratios by RT-qPCR experiment and found 8 of the 10 RASEs showed consistent and significant changed AS ratio except FOXP1 and CD44 (Figs. 5D–5F, S2–S4). The expression levels of the genes related to AS are different between NC and shPCMT1 samples, indicating that they may participate in TNBC by regulating the AS of other genes.

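Of the 10 genes with these events, 6 were higher and 3 were lower in total expression at an adjusted p under 0.05 from edgeR, all by less than the fold cut-off. BAIAP2, which encodes a regulator of the actin cytoskeleton, had a log2 fold change of 0.54 (standard error 0.041) and FOXP1 one of 0.54 (standard error 0.056). DUSP14, ITGA6, DDX10 and ZNF384 had log2 fold changes of 0.49, 0.48, 0.44 and 0.32. CD44, NPM1 and AHNAK had log2 fold changes of -0.24, -0.21 and -0.17, each with every shPCMT1 sample below every NC sample. SNHG29, a host gene of small nucleolar RNAs, was at 463 and 462 CPM and did not pass (adjusted p = 0.97 from edgeR). Antisense genes overlap 31.9% of the exon sequence of ZNF384 and 16.9% of that of BAIAP2. Among 66 measured splicing factor genes, 22 were higher and 17 were lower (22 and 17 when adjusted over the list alone), with a median log2 fold change of -0.02 (adjusted p = 0.96 from camera). The DEGs among them included ESRP2, KHDRBS3 and RBMS2, and the muscleblind gene MBNL2 had a log2 fold change of -0.76.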

## Discussion

The molecular nature of TNBC is an obstacle to its treatment and targeted therapy (Yin et al., 2020). The challenges drive us to investigate novel molecular targets and new therapeutic strategies. PCMT1 is a protein methyltransferase enzyme that is highly expressed in multiple cancers and plays an important role in cancer development. A recent study demonstrated the cellular functions and upstream regulatory axis of PCMT1 in breast cancer cell lines (Zhang et al., 2022a; Zhang et al., 2022b). While the molecular targets of PCMT1 in breast cancer remain unknown. In this study, we silenced PCMT1 in MDA-MB-231 cells and explored its downstream molecular targets to decipher the underlying mechanisms by which PCMT1 promotes the progression of breast cancer. We found the expression levels of cell adhesion- and inflammation-associated genes were dysregulated due to shPCMT1,and the AS pattern of cell cycle-associated genes was also dysregulated, indicating that PCMT1 could induce the malignancy of breast cancer cells by modulating the transcriptome profiles of these genes.

The cellular transcriptome profile is regulated by multiple proteins in a direct or indirect interaction manner. In this study, we identified 1084 genes whose expression levels were regulated by PCMT1 to investigate how PCMT1 regulates the transcriptome. Meanwhile, we found that the dysregulated DEGs were highly associated with the cellular functions of PCMT1. The top enriched cell adhesion-related pathways participate in cell migration and invasion (Jacquemet, Hamidi & Ivaska, 2015). 

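Extracellular matrix genes went both ways in shPCMT1 samples. Of 38 measured collagen and matrix genes, 11 were higher and 14 were lower at an adjusted p under 0.05 from edgeR (11 and 16 when adjusted over the list alone), with 10 up-DEGs and 3 down-DEGs. LAMB3, which encodes a laminin chain, went from 238 ± 5.87 to 533 ± 5.63 CPM (SD, n = 3), and the collagen genes COL17A1 and COL8A1 had log2 fold changes of 1.38 and 1.42. The median over the list was -0.02 and the mean 0.27 (adjusted p = 0.96 from camera, which placed it upward). Of 15 integrin genes, 7 were higher and 4 were lower (8 and 5 when adjusted over the list alone). ITGA5, a subunit of the fibronectin receptor, had a log2 fold change of 1.15 and ITGA2, a subunit of a collagen receptor, one of 0.61. Of 22 cadherin and protocadherin genes, 10 were higher and 9 were lower (11 and 9 when adjusted over the list alone). CDH1, the gene of E-cadherin, went from 5.21 ± 0.77 to 17.0 ± 0.74 CPM (SD, n = 3). FAT3 and PCDH7 had log2 fold changes of 3.13 and 1.96, and PCDHGA1, whose exons are shared with the other genes of its cluster, had one of -0.78. CDH2, the gene of N-cadherin, which was named after its value was seen, had a log2 fold change of 2.69 (adjusted p = 3.6e-09 from edgeR). Its level was low in both groups, with a mean of 0.374 CPM in NC and 2.43 CPM in shPCMT1. Of 21 mesenchymal genes, 9 were higher and 6 were lower, with the fibronectin gene FN1 at -0.66. The integrin, cadherin and mesenchymal lists did not pass the competitive test (adjusted p = 0.39, 0.84 and 0.52 from camera).

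**Figure D3:**
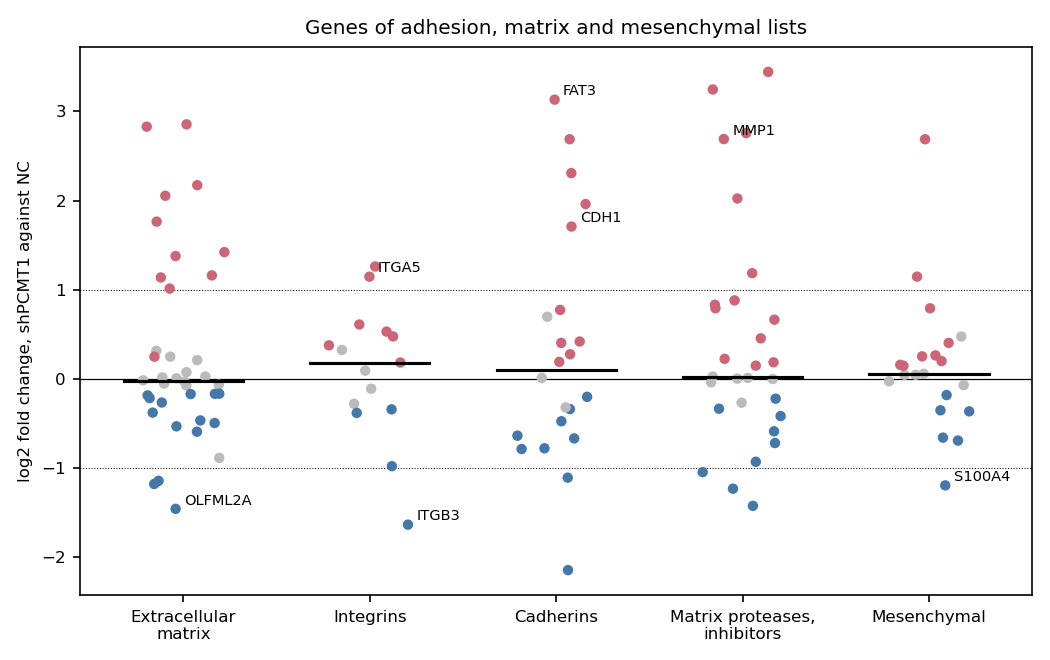
Log2 fold change of shPCMT1 against NC (y axis) for each measured gene of 5 adhesion, matrix and mesenchymal lists (x axis). Red points were higher and blue points lower at an adjusted p under 0.05 from edgeR, grey points did not pass, thick lines are list medians and dotted lines mark a fold change of 2. Extracellular matrix genes spread on both sides of 0 around a median of -0.02.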

We found the cell adhesion-associated genes were both up- and down-regulated by PCMT1, indicating that the cellular junction proteins were dysregulated among cells. This dysregulation may inhibit the migration and invasion by shPCMT1. Meanwhile, we also found that the immune/inflammation-associated genes were up-regulated by shPCMT1. A previous study demonstrated that tumor tissues from TNBC patients included mixed and compartmentalized cells, and these cells were associated with compartmentalization and survival (Keren et al., 2018). In TNBC treatment, there is a potential for immunotherapy-based combination strategies to use immune checkpoint inhibitors to enhance both innate and adaptive immune responses (Thomas, Al-Khadairi & Decock, 2020). These findings together indicate that PCMT1 may be a possible therapeutic target for TNBC immunotherapy in the future.

Among the DEGs regulated by PCMT1, several DEGs are associated with TNBC. For example, *SPNS2* encodes GUSBP11 which regulates TNBC progression by modulating the miR-579-3p/SPNS2 axis (Wu, Sun & Qin, 2022). *FSTL3* expression is inversely associated with tumor size and nuclear grade in invasive breast cancer (Couto et al., 2017). *FST* is proven to be a bona fide metastasis suppressor (Seachrist et al., 2017). *ADM* is a valuable biomarker for TNBC prognosis and an anti-metastasis candidate therapeutic target in TNBC (Liu et al., 2020). *SPDEF* expression inhibits cell migration and invasion partially by down-regulating EMT-related protein markers, indicating that it plays a critical role in the suppression of TNBC cell metastasis (Yousefi et al., 2021). We detected 34 RBPs from the DEGs and validated their expression pattern of 7 RBPs using RT-qPCR. These RBPs could regulate TNBC progression. For example, NQO1 helped reduce the resistance to TNBC therapies (Cao et al., 2014). S100A4 may have stimulatory effects elicited in TNBC cells through FGF2/FGFR1 signaling pathway (Santolla, Talia & Maggiolini, 2021). RBPs have a wide range of effects on the RNAs from synthesis to degradation, influence every step in the progression of cancer, and are emerging as a therapeutic target for cancer prevention and treatment (Hong, 2017; Chen, Qin & Zheng, 2022). We propose that these dysregulated RBPs participate in the progression of TNBC and that PCMT1 regulates the cellular states and transcriptome profile perhaps by modulating the expression of these RBPs. Our propositions need to be further investigated in future studies.

Another interesting finding is that PCMT1 modulates the AS pattern of primary transcripts, which has not been reported. We speculate that PCMT1 may modulate the global AS profile by regulating the functions of spliceosome-associated proteins, several of which were detected from the RASGs (Table S5). The ES events were specifically up-regulated in shPCMT1 samples, indicating that PCMT1 could affect splicing proteins involved in ES. A previous study reported that PCMT1 protein contains RNA binding activity and methyltransferase domain; the silencing of PCMT1 in HeLa cells affects the cell cycle and increases cells in G2/M phases (Enunlu et al., 2003), consistent with the finding that RASGs by PCMT1 were enriched in cell cycle pathways, which is also a possible explaintion for the inhibited cell proliferation by shPCMT1. Based on the RNA methylation function of PCMT1, we also speculate that PCMT1 regulate AS of target RNAs probably by methylating RNA targets. We validated the changed splicing pattern of several important RASGs. *ITGA6* is found to be differently expressed in 2 sample groups. *ITGA6* is potentially involved in the regulation of actin cytoskeleton, thus playing a role in TNBC migration (Klahan et al., 2014). *ITGA6* is a relevant regulatory target for the treatment of cisplatin activity (Cataldo et al., 2020). Another DEG *FOXP1* is a transcriptional regulator of lymphocyte development and is aberrantly expressed in some human tumors (De Silva et al., 2019). It may serve as a winged helix/forkhead TF (Chiang et al., 2017). *FOXP1* might predict poor overall survival (OS) in patients with specific cancer types (Yu et al., 2018). DEG *AHNAK* has been considered to act as a tumor suppressor that negatively regulates TNBC cell proliferation (Chen et al., 2017). And it has been proven to play a role in the chemotherapeutic response to breast cancer cells (Davis et al., 2018). Studies are needed to further explore how PCMT1 regulates these ASEs by cooperating with other proteins and how these RASEs regulate TNBC.

In summary, we identified the cellular functions and molecular targets of PCMT1 in TNBC MDA-MB-231 cells, expanding our understanding of the functions of PCMT1 in breast cancer. We found that PCMT1 has an impact on cell proliferation, migration, and invasion by regulating transcriptome profiles. These results suggest a novel functional mechanism for PCMT1 in TNBC progression by modulating the RNA expression and splicing patterns. The identified molecular targets of PCMT1 could serve as potential therapeutic targets for future TNBC treatment. Meanwhile, we have realized the limitations of this study, including the single cell line used in this study, the shortage of directly functional evidence between PCMT1 and target genes, and the absence of clinical samples and animal model validation. Thus, more *in vitro* and *in vivo* experiments, including the mutant cells with different levels of PCMT1 knockdown, and further studies are needed to validate the potential targets regulated by PCMT1.

## Supplemental Information

10.7717/peerj.16006/supp-1 Figure S1 Supplemental Figures Click here for additional data file.

10.7717/peerj.16006/supp-2 Table S1 Primer sequences for RT-qPCR experiments Click here for additional data file.

10.7717/peerj.16006/supp-3 Table S2 Raw data of cellular phenotype results Click here for additional data file.

10.7717/peerj.16006/supp-4 Table S3 Raw data of DEGs RT-qPCR results Click here for additional data file.

10.7717/peerj.16006/supp-5 Table S4 Raw data of RASEs RT-qPCR results Click here for additional data file.

10.7717/peerj.16006/supp-6 Table S5 Enriched GO BP pathways for RASGs Click here for additional data file.

# Supplementary material for: PCMT1 knockdown attenuates malignant properties by globally regulating transcriptome profiles in triple-negative breast cancer cells
**Source:** PeerJ. 2023 Nov 6;11:e16006. doi: 10.7717/peerj.16006
**Supplement:** Figure S1

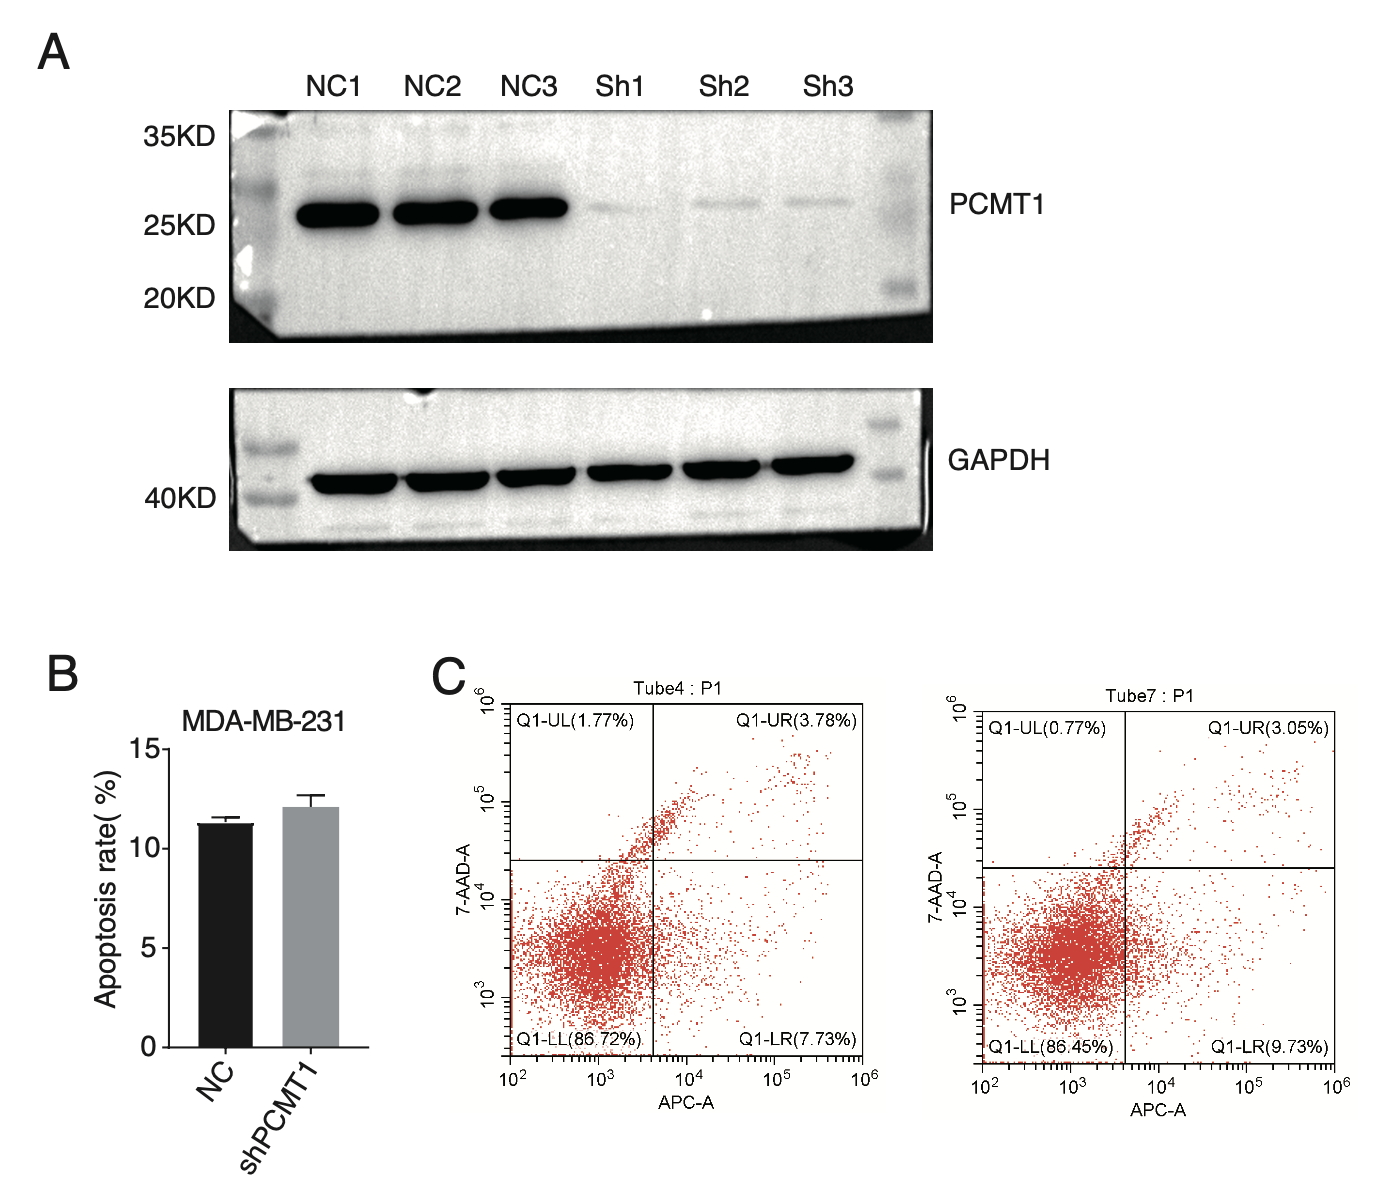

**Figure S1. PCMT1 knockdown influences MDA-MB-231 cell apoptosis.**

1. Raw and uncutted western blot result of PCMT1 knockdown in MDA-MB-231 cells.
2. Bar plot showed the apoptosis results of MDA-MB-231 cells after PCMT1 knockdown. N = 3.
3. Flow-type presentation of the apoptosis result between shPCMT1 and NC samples.

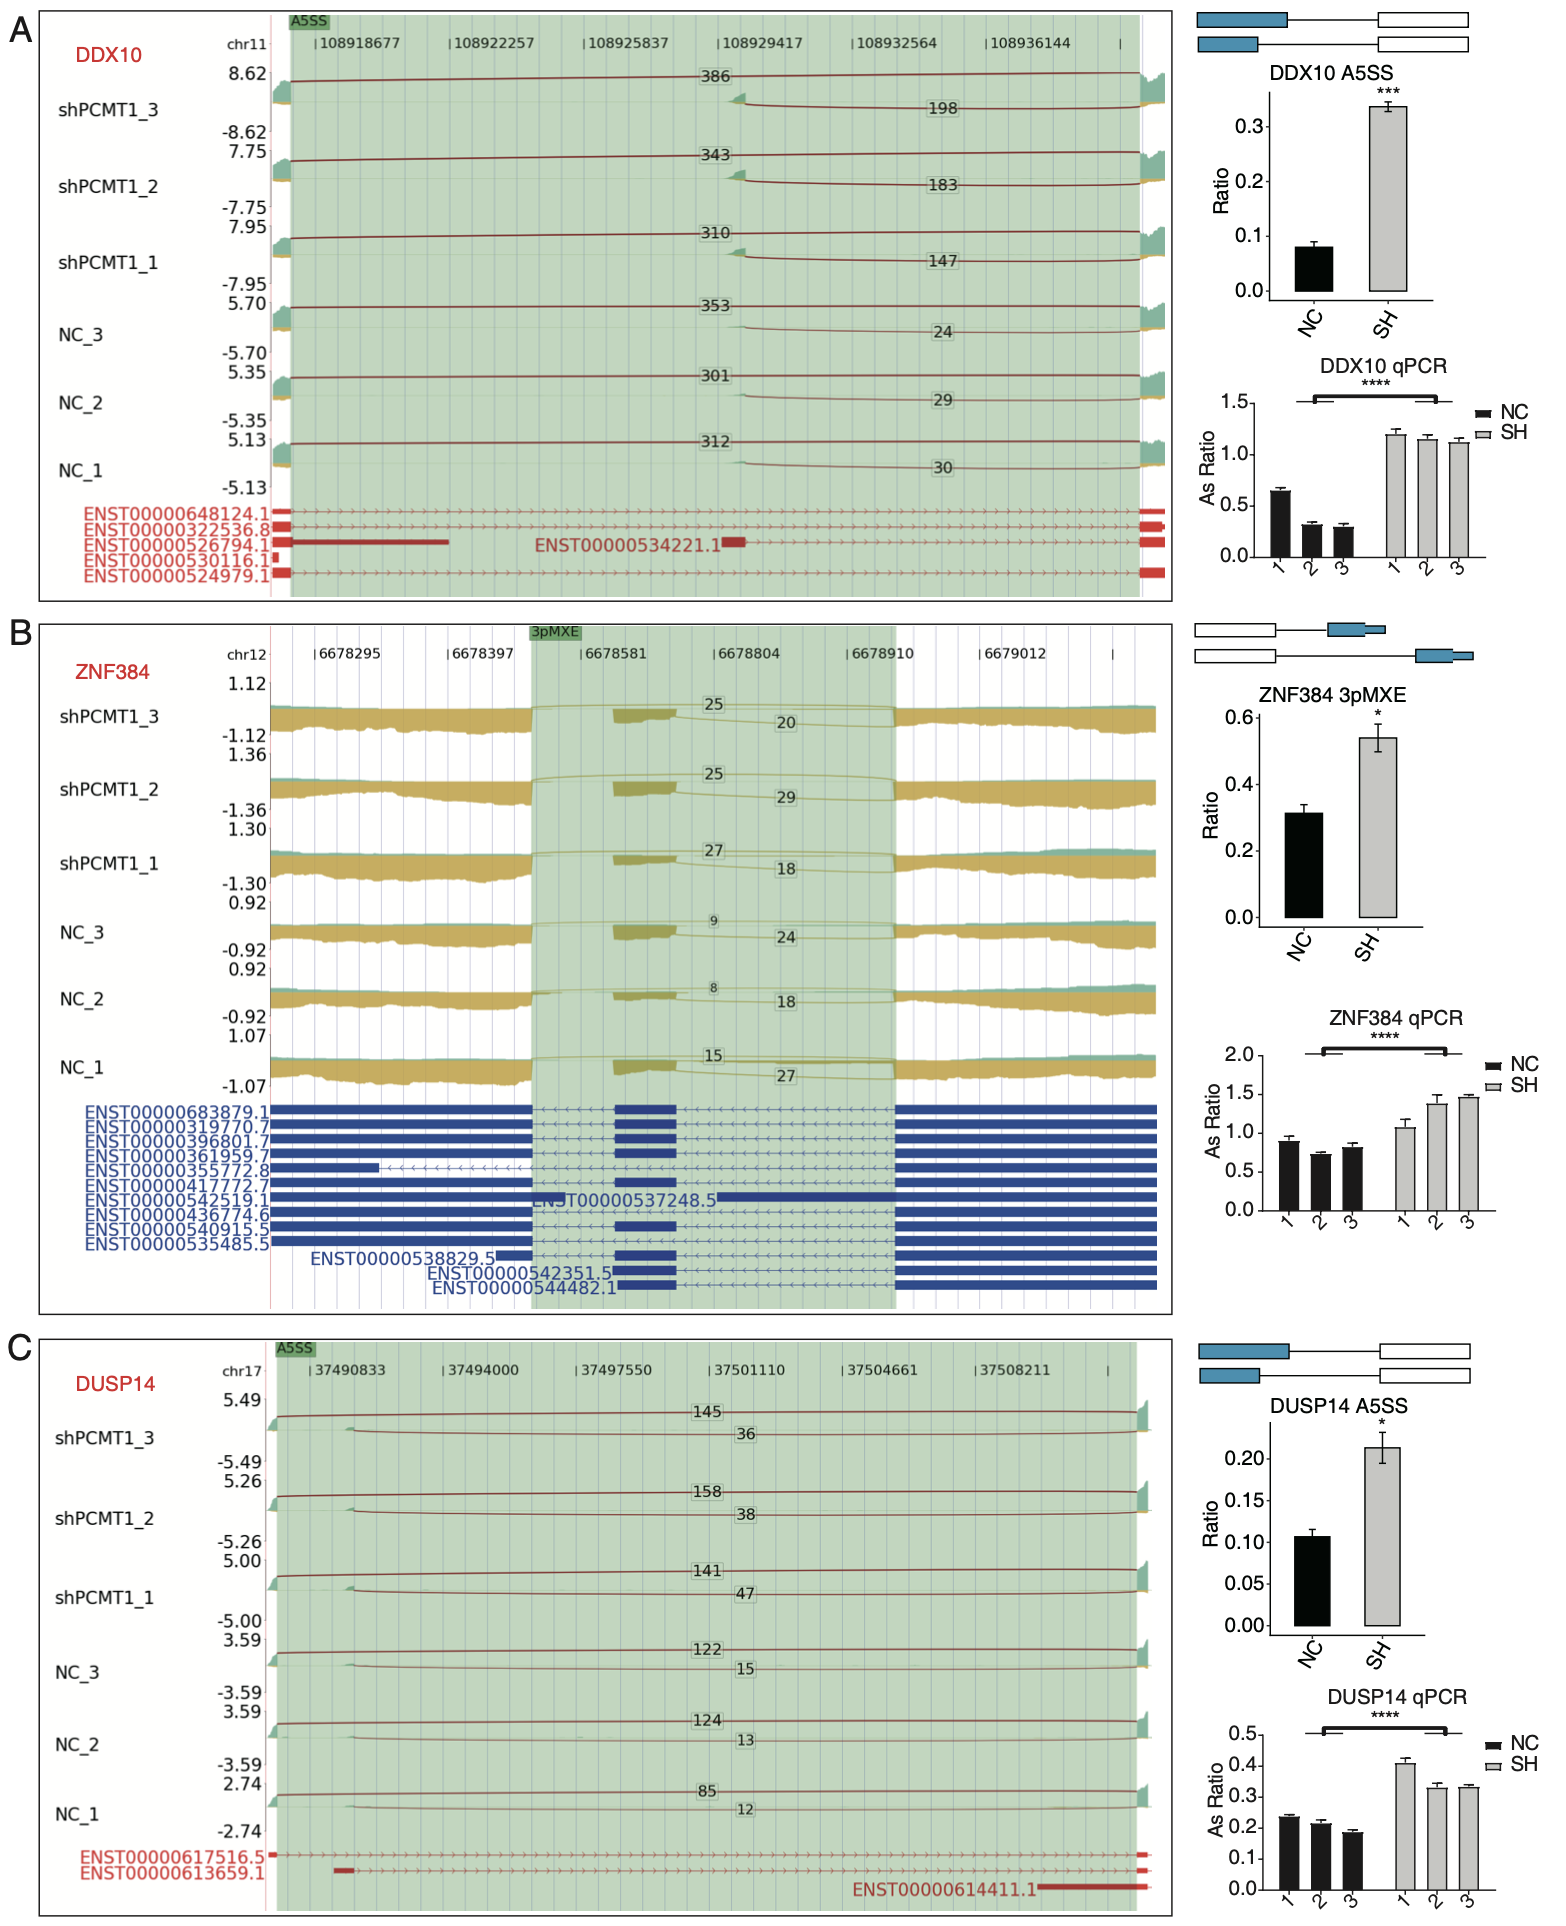

**Figure S2. PCMT1 regulates the AS of *DDX10*, *ZNF384*, and *DUSP14* in MDA-MB-231 cells.**

1. PCMT1 regulates the AS of *DDX10*. Left panel: IGV-sashimi plot shows the RASEs and binding sites across mRNAs. Reads distribution of RASE is shown above and the transcripts of each gene are shown below. Right panel: The schematic diagram depicts the structure of ASEs. RNA-seq and RT-qPCR validation of ASEs was shown in the right middle and bottom panel, respectively. Error bars represent mean ± SEM. N = 3. *** *p*-value < 0.001, **** *p*-value < 0.0001; Student’s *t*-test.
2. The same as (A) but for *ZNF384*. Error bars represent mean ± SEM. N = 3. * *p*-value < 0.05, **** *p*-value < 0.0001; Student’s *t*-test.
3. The same as (A) but for *DUSP14*. Error bars represent mean ± SEM. N = 3. * *p*-value < 0.05, **** *p*-value < 0.0001; Student’s *t*-test.

**
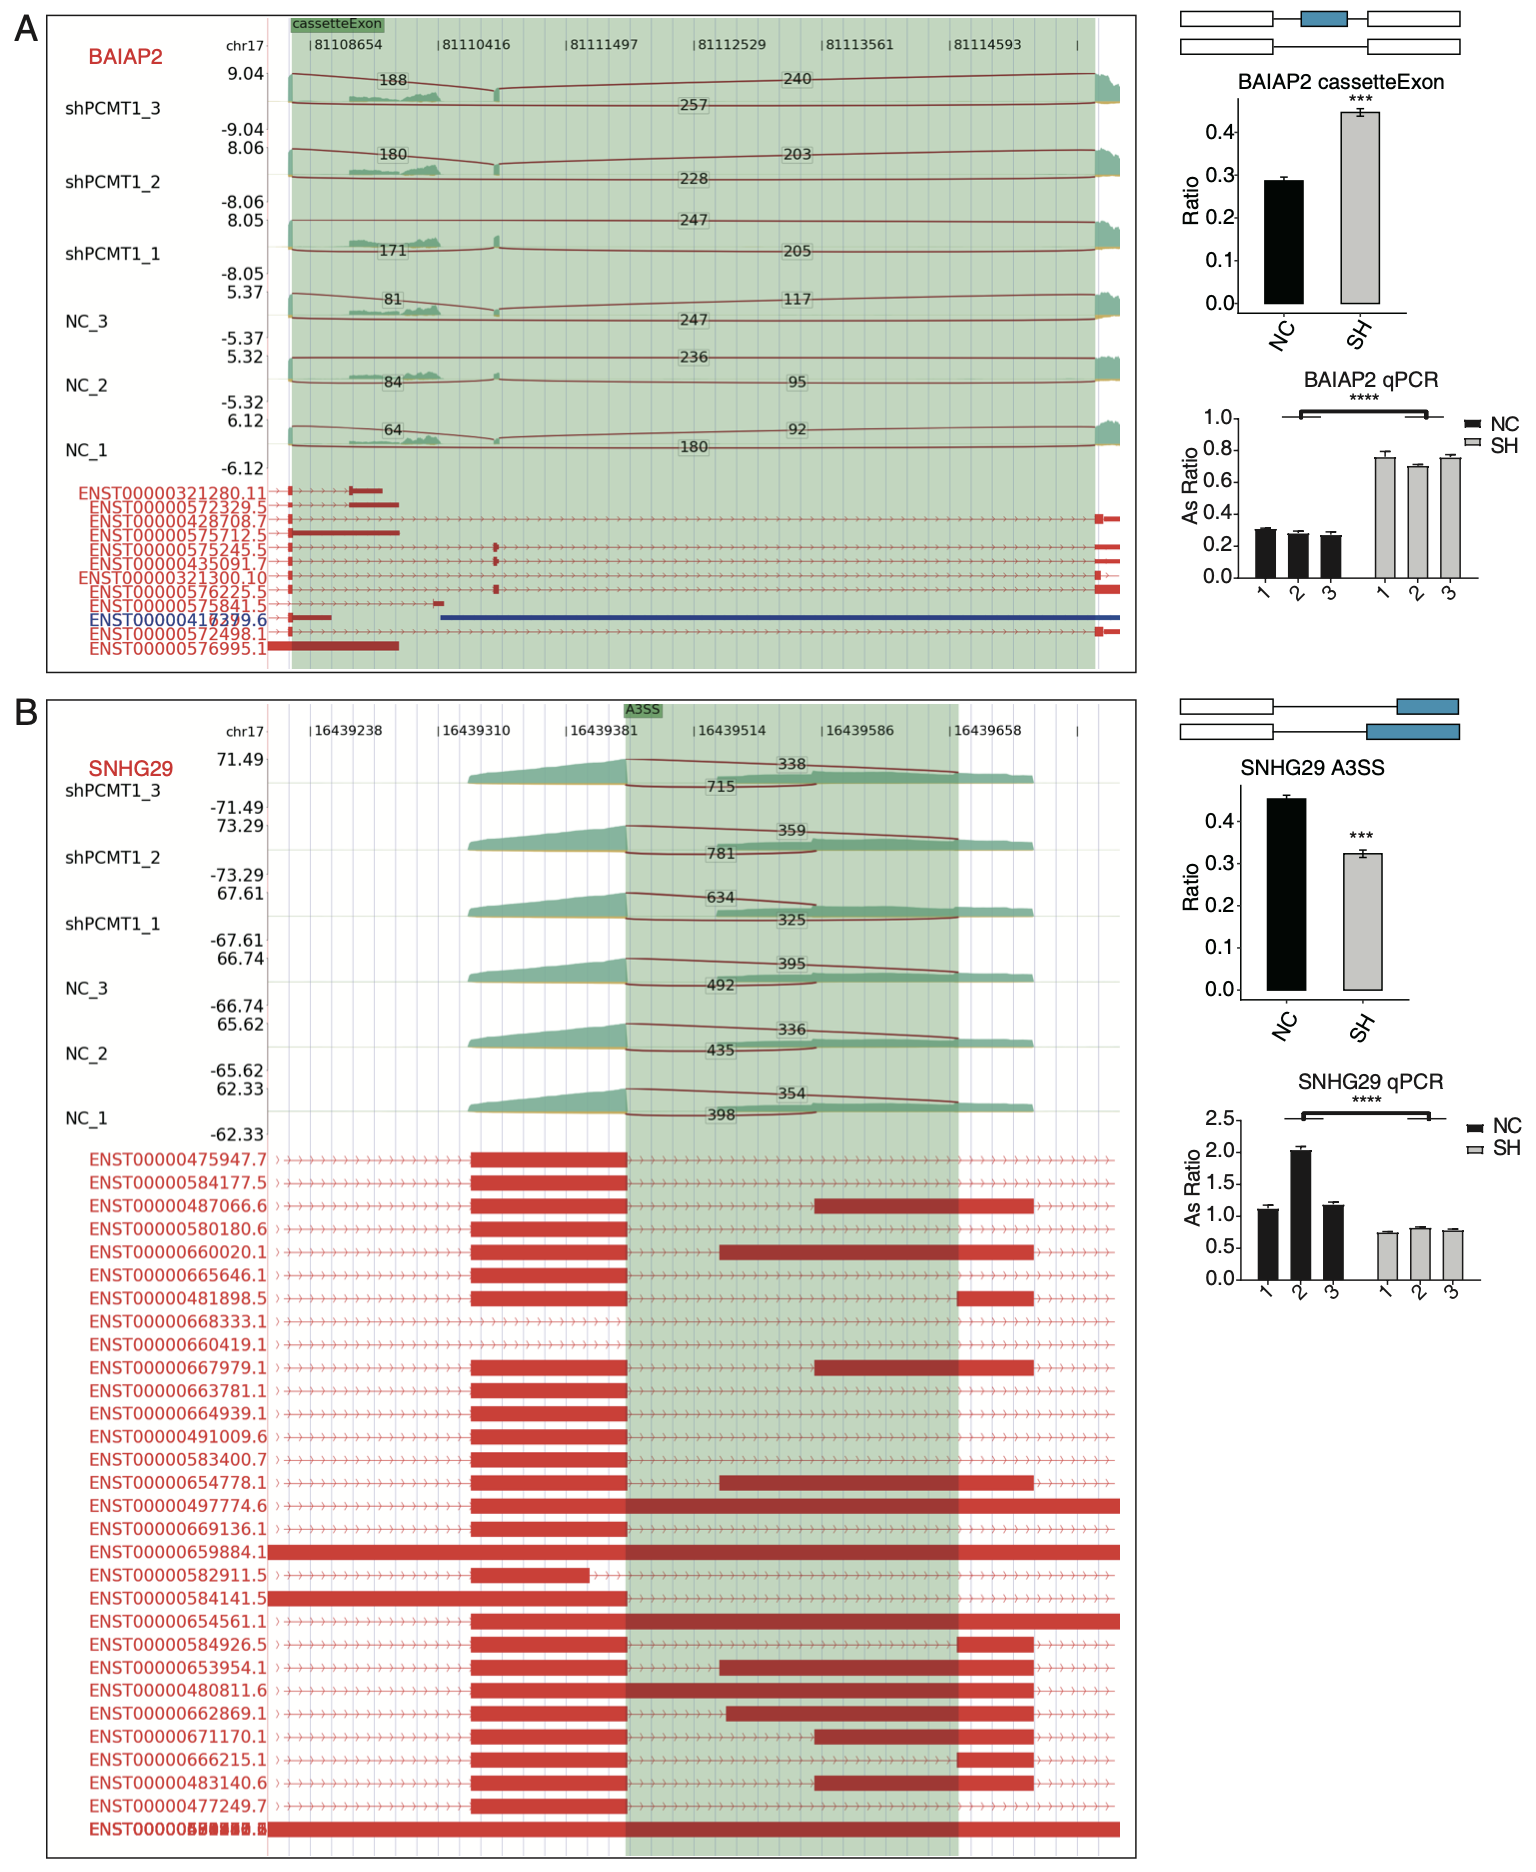
**

**Figure S3. PCMT1 regulates the AS of *BAIAP2* and *SNHG29* in MDA-MB-231 cells.**

1. PCMT1 regulates the AS of *BAIAP2*. Left panel: IGV-sashimi plot shows the RASEs and binding sites across mRNAs. Reads distribution of RASE is shown above and the transcripts of each gene are shown below. Right panel: The schematic diagram depicts the structure of ASEs. RNA-seq and RT-qPCR validation of ASEs was shown in the right middle and bottom panel, respectively. Error bars represent mean ± SEM. N = 3. *** *p*-value < 0.001, **** *p*-value < 0.0001; Student’s *t*-test.
2. The same as (A) but for *SNHG29*. Error bars represent mean ± SEM. N = 3. *** *p*-value < 0.001, **** *p*-value < 0.0001; Student’s *t*-test.

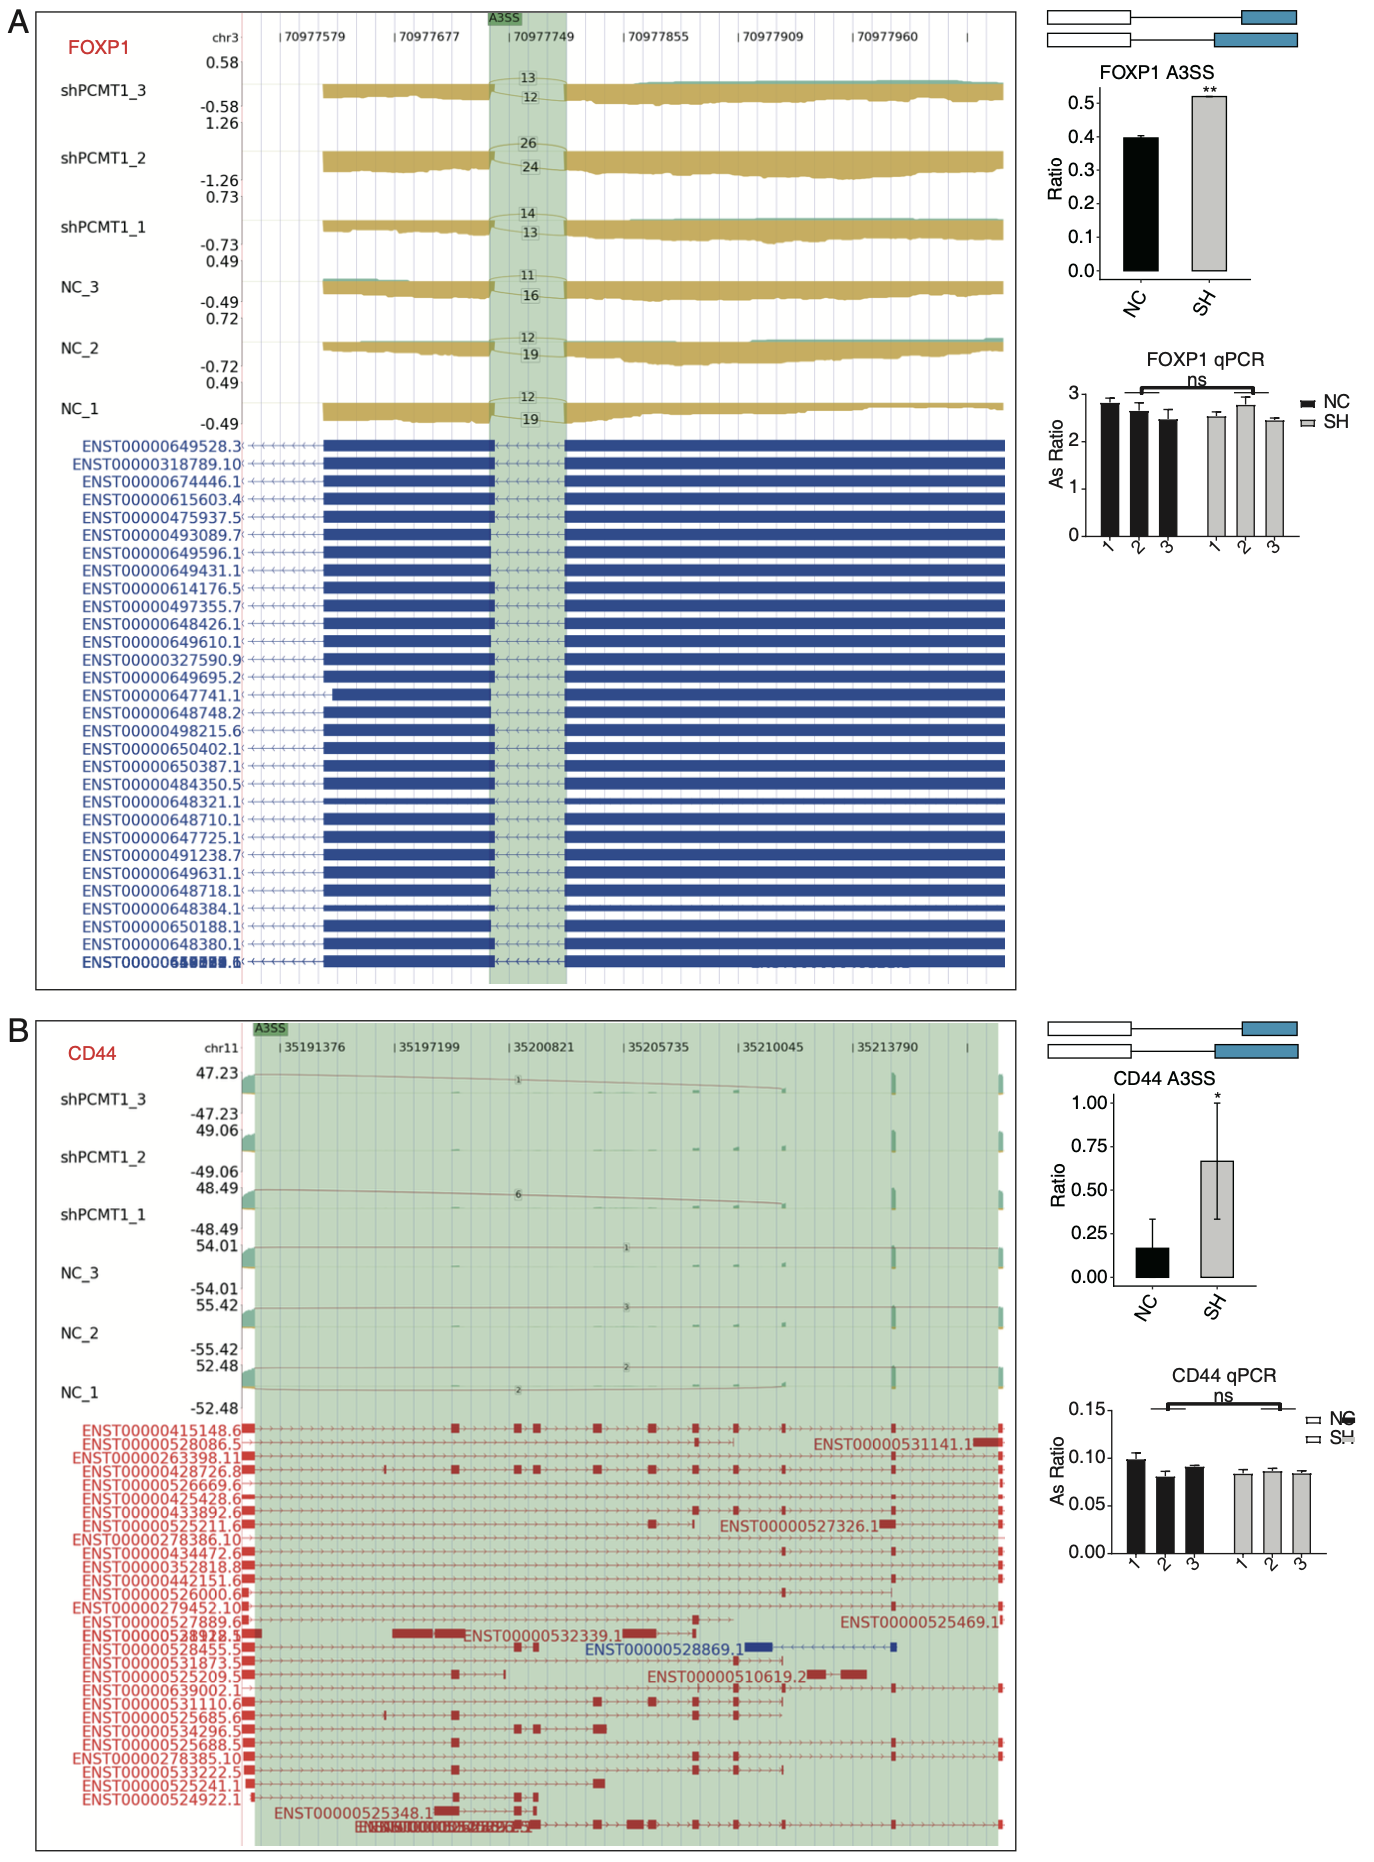

**Figure S4. PCMT1 regulates the AS of *FOXP1* and *CD44* in MDA-MB-231 cells.**

1. PCMT1 regulates the AS of *FOXP1*. Left panel: IGV-sashimi plot shows the RASEs and binding sites across mRNAs. Reads distribution of RASE is shown above and the transcripts of each gene are shown below. Right panel: The schematic diagram depicts the structure of ASEs. RNA-seq and RT-qPCR validation of ASEs was shown in the right middle and bottom panel, respectively. Error bars represent mean ± SEM. N = 3. ** *p*-value < 0.01; Student’s *t*-test.
2. The same as (A) but for *CD44*. Error bars represent mean ± SEM. N = 3. * *p*-value < 0.05; Student’s *t*-test.

# Supplementary material for: PCMT1 knockdown attenuates malignant properties by globally regulating transcriptome profiles in triple-negative breast cancer cells
**Source:** PeerJ. 2023 Nov 6;11:e16006. doi: 10.7717/peerj.16006
**Supplement:** Table S1

Internal control：

hum-GAPDH-F： GGTCGGAGTCAACGGATTTG

hum-GAPDH-R： GGAAGATGGTGATGGGATTTC

How the deposited data were processed for this re-analysis (not part of the article)

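The series holds RNA-seq of 6 MDA-MB-231 samples, 3 NC and 3 shPCMT1. The labels of the deposited samples call the knockdown group siPCMT1, and the paper describes an shRNA delivered by lentivirus; the paper's name is used. The authors trimmed reads with the FASTX-Toolkit, aligned them to GRCh38 with HISAT2 and screened DEGs with DESeq2 (the submitters' processing notes name both tools without a version). The deposited count table holds whole read counts per gene, not normalized, for 29281 genes. The FPKM table deposited by the authors holds 28955 of these genes, computed by the authors from uniquely mapped reads, with 2 decimals. The 326 genes absent from it had a median of 1 read over all samples. The program that counted reads and its strand setting are not given in the sources used here. The first 1999 rows of the FPKM sheet of Table S2 were compared with the deposited FPKM table, and all 1999 were identical.

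Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr at its defaults, TMM, glmQLFit and glmQLFTest, design by condition), which tested 16123 genes. Standard errors were derived from the coefficient and the F statistic. DESeq2 1.42.0 and limma 3.58.1 gave the alternatives. Depth was 27137763 to 31015891 counts per sample. Counts with these depths were simulated for shPCMT1 against NC over 16123 genes, of which 200 were changed, 50 at each fold. A call was an adjusted p under 0.05 without a fold cut-off, in the right direction for changed genes. Of genes changed by 1.25-fold 74% were called, by 1.5-fold 66%, by 2-fold 92% and by 4-fold 94%, and 10 of 15923 unchanged genes were called. These are not rates for the DEG cut-offs. In the real comparison 7920 genes passed that threshold, many more than were changed here, so its rates could differ. A gene with no read in a group was given a floor of 3 counts over the group, and a gene with 1 to 3 reads a ratio with an exact 95% binomial interval, and both cover counting error only.

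Before the data were examined, 31 lists of pathway and marker genes were fixed, together with 6 lists of genes that the paper names. Lists were tested with camera on log2 CPM values with an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. No list of pathways or markers was called by camera at an adjusted p under 0.05 with an estimated correlation. For some lists the estimate was under the preset value, so a lost call need not reflect correlation between genes. The genes named in the text were the 10 with the largest and the 10 with the smallest log2 fold change among protein-coding DEGs with at least 5 CPM in the higher group and samples that did not overlap, every gene named in the paper's text, Table S1 or Fig. 4B, and up to 4 genes of each list with the smallest adjusted p; a gene outside this rule is marked as such. FPKM values of the first rows of Table S2 and the values of Figs. 3 and 4 had been seen when the rule was written. Gene positions were taken from GENCODE 44 on GRCh38, where 29196 of the 29281 gene identifiers were found.

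The alternatives set in advance were DESeq2, other normalizations (RLE, library size only, upper quartile), other filters, protein-coding genes only, a replicate block, leaving out each sample in turn, limma on log2(FPKM + 0.1) and log2(FPKM + 1), and other DEG cut-offs. Junction counts of 6 splicing events came from Table S2, since junction counts of the other events were not used here. RT-qPCR, cell assays and patient data were not analysed here, and GO enrichment was not repeated.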

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

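The tests on chromosome blocks and the share of down-DEGs with a seed site were chosen only after the result was seen; the test of the seed shift and that of the luminal markers were set in advance. Groups of 3 samples are too small for a search for outlying samples.

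Neighbouring genes shifted together along chromosomes, which the paper does not report. On chromosome 2 the median log2 fold change was 0.186 over the 317 genes up to position 85603196 and -0.081 over the 499 genes beyond it, and on chromosome 21 it was -0.197 over 130 genes. The medians of 302 windows of 40 genes had an SD of 0.0859, against at most 0.0529 in 1000 shuffles of the gene order, and an SD of 0.0835 once trends on GC content and transcript length were removed (at most 0.0527 when shuffled), which argues against those trends as the whole cause. Measured against the mean of the NC samples, the difference between the blocks of chromosome 2 was 0.262, 0.284 and 0.263 in the shPCMT1 samples. Each NC sample measured against the mean of the other NC samples gave 0.017, 0.004 and -0.019. Such a comparison centres the NC samples near 0 as a group but does not set their spread. The change point was picked for the difference between the groups. In the higher block, 78.2% of the genes were above 0. A candidate explanation is that the stable lines differ in chromosome copy number or clonal makeup, but line and knockdown change together in this design, so this and a regional effect of the knockdown cannot be told apart.

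Of 30 measured epithelial junction genes, 21 were higher and 3 were lower in shPCMT1, with a list median of 0.93 (adjusted p = 1.4e-06 from camera; adjusted p = 0.085 with an estimated correlation). A candidate explanation is that luminal epithelial cells were mixed into these libraries. All 7 luminal markers named in advance would then rise, and 4 did (TFF1, KRT19, EPCAM and CDH1). GATA3 was lower with a log2 fold change of -0.33 (adjusted p = 0.00078 from edgeR), and ESR1 (0 reads in NC and 1 in shPCMT1) and FOXA1 (9 and 11) had too few reads to be tested. The bound set in advance against an admixture, a median under 0.5 over the measured luminal markers with fewer than 50% of them rising, was not met, since the median was 0.58 and 14 of 18 rose. The lower GATA3 goes against an admixture, and ESR1 and FOXA1, with few reads in shPCMT1, did not show the rise it predicts. The 4 markers that rose, and most of the longer list, go with an admixture. An admixture, a different share of epithelial-like cells within the line and a response to the knockdown cannot be told apart for the epithelial genes.

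Genes with the seed site TCAGTAA of the shRNA in the 3' UTR were slightly lower in shPCMT1. Over 1805 genes with the site, out of 13039 with a 3' UTR, the median log2 fold change was -0.0523 relative to genes of like 3' UTR length without it (permutation p = 0.0005 over 2000 permutations, the smallest they can give), and none of 50 shuffled versions of the site gave as low a value. The strand and ends of the active guide were assumed from the listed sense sequence. Of 256 down-DEGs with a 3' UTR, 43 held the site, 16.8%, where their lengths predict 40.5, so the site cannot account for most of the down-DEGs. Whether the small shift is an off-target effect of the shRNA remains open, since only 1 shRNA was sequenced and the over-representation set as a condition in advance was not seen (Fisher's exact test, p = 0.17).

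No read was found in any NC sample for 20 genes that had at least 5 reads in every shPCMT1 sample, and for no gene the other way round; CALB1 and PAGE2, chosen after their values were seen, were at least 45.5-fold and 28.6-fold higher against a floor of 3 counts over the group. The cholesterol synthesis list had a median log2 fold change of -0.36. The list of the unfolded protein and integrated stress response had a median of 0.29, with 23 of 30 genes higher. The G2/M and mitosis list had a median of 0.17.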

How the results depend on the processing

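With 3 samples per group there are 10 splits of the samples, too few for a share under 0.05; the real split gave 1036 DEGs, the highest other split gave 0, and 1 of the 10 splits reached the real value. The PCMT1 log2 fold change kept its direction and its side of the threshold under each of 17 alternatives (-4.09 to -3.52). The number of DEGs moved by over 1.5 times with at least 10 counts in every sample (639; 416 up, 223 down), with limma on log2(FPKM + 0.1) (462; 332 up, 130 down), with limma on log2(FPKM + 1) with a filter (210; 166 up, 44 down) or without one (205; 161 up, 44 down), and with no fold cut-off (7920; 4052 up, 3868 down). With limma and the same filter, a pseudocount of 1 in place of 0.1 lowered the number from 462 to 210, and leaving out the filter changed it little (205). From edgeR to the fit with 462 DEGs the scale, the test and the filter changed together, so what caused that drop was not tested. DESeq2 gave 1084 DEGs, of which 938 were shared with edgeR. On the FPKM scales fewer of the RBP genes of Fig. 4B passed the cut-offs, 9 up and 6 down with a pseudocount of 0.1 and 4 up and 3 down with a pseudocount of 1, with or without the filter. With a pseudocount of 1, with or without the filter, 1 of the 3 lower RBP genes with RT-qPCR passed and 0 of the splicing-related RASGs. With a pseudocount of 0.1 and the filter, 2 and 1 passed, so the larger pseudocount accounts for that step. What lost the first of the lower RBP genes relative to edgeR was not tested. The share of the first component was 93.8% (FPKM not scaled), 73.7% (log2(FPKM + 1), not scaled), 60.8% (mean FPKM of at least 1), 74.4% (log2 CPM), and 44.8% to 46.1% without 1 sample, and the groups were apart on it each time. With an estimated correlation, camera no longer called the inflammatory list (median 0.82) or the epithelial junction list (median 0.93). Both were at an adjusted p of 0.085 from camera. The estimates were 0.027 for the inflammatory list, -0.026 for the junction list and 0.0068 for the epithelial identity list, against the preset 0.01. For the junction and identity lists a higher correlation between genes cannot account for the lost call, and what did was not tested. By fry, which does not compare a list with other genes, 13 of the 19 lists that camera did not call passed, among them the matrix list (median -0.024, adjusted p = 0.0014), the integrins (median 0.18, adjusted p = 0.00082) and the splicing factors (median -0.019, adjusted p = 0.018). Of 2920 values of named genes under alternatives, 2898 kept direction and side of the threshold, 17 lost the threshold, 5 gained it and 0 reversed. The 6 splicing ratios kept their direction under each alternative run.

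The replicate numbers did not pair the samples: deviations of same-numbered samples correlated at 0.027, -0.00022 and 0.088, and 2 of 6 samples correlated best with their own number. A fit with a replicate block gave 1041 DEGs, and PCMT1 had a log2 fold change of -4.05.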

Differences from the paper's values

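The numbers of DEGs and RBPs and the share of the first component were within 1.5 times of the paper's values. DESeq2, which the paper's methods name and which was set as an alternative before the data were examined, gave 1084 DEGs, 771 up and 313 down, the paper's values.

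The paper presents 10 genes with RASEs as overlapping with the DEGs. None of the 10 passed the paper's DEG cut-offs with edgeR or under the alternatives that measured it, DESeq2 included (16 for SNHG29 and 17 for each of the others); 9 of them differed at an adjusted p under 0.05 from edgeR, with log2 fold changes between -0.24 and 0.54. For ITGA6, which the paper calls differently expressed, the log2 fold change was 0.48 (adjusted p = 4.7e-13 from edgeR, range over alternatives 3.7e-44 to 0.00011). FST, which the paper's discussion takes up among its DEGs, had a log2 fold change of 0.61, a fold change of 1.53 (adjusted p = 5.2e-13 from edgeR, range over alternatives 4.5e-42 to 4.2e-05), under the fold cut-off in every alternative. Of the other DEGs the paper names, FSTL3, ADM, SPDEF, SPNS2, CCL2, EDIL3, FAM20C and OLFML2A, passed the cut-offs in the direction it gives.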

Other observations

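Genes of cholesterol synthesis fell together in shPCMT1 samples. Of 25 measured genes, 20 were lower and 1 was higher at an adjusted p under 0.05 from edgeR (20 and 1 when adjusted over the list alone; adjusted p = 8.3e-08 from camera, adjusted p = 0.17 with an estimated correlation). INSIG1, a feedback regulator of the pathway, had a log2 fold change of -1.16, and the enzyme genes MSMO1, LSS and IDI1 had -0.95, -0.91 and -0.84. Targets of the oxidative stress regulator NRF2 were also mostly lower, 17 of 31 with 5 higher (adjusted p = 0.0063 from camera, adjusted p = 0.33 with an estimated correlation). AKR1C3, a steroid reductase gene, had a log2 fold change of -1.66, and its close paralogs AKR1C1 and AKR1C2 could share its reads. EPHX1 (-0.83) and the ferritin gene FTL (-0.48) were lower too. Of 35 hypoxia targets, 19 were lower and 11 were higher (adjusted p = 0.13 from camera), with CA12 at -1.62 and HK2 at 0.71.

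Genes of the unfolded protein and integrated stress response were higher, 23 of 30 with 2 lower (adjusted p = 2.1e-06 from camera, adjusted p = 0.13 with an estimated correlation), among them PPP1R15A (0.58), CEBPB (0.59) and MANF (0.48). Of 23 feedback genes of ERK signalling, 15 were higher and 4 were lower (adjusted p = 0.0019 from camera, adjusted p = 0.33 with an estimated correlation), with DUSP1 at 1.52 and the growth factor gene AREG at 1.01. Of 29 genes of TGF-beta and activin signalling, 16 were higher and 9 were lower (adjusted p = 0.037 from camera, adjusted p = 0.34 with an estimated correlation). INHBA, an activin subunit gene, had a log2 fold change of 2.69 and BMP4 one of -1.26. Ribosomal protein genes had a median of -0.03, with 29 of 75 lower and 10 higher, keratin and skin genes one of -0.09 with 5 of 22 higher and 6 lower, and antigen presentation genes one of 0.06 with 8 of 21 higher and 7 lower. Of 11 genes of heat shock and RNA quality, 2 were higher and 3 were lower. The lower ones included the nuclear RNA NEAT1 with a log2 fold change of -0.96 and the nuclear RNA MALAT1, named after its value was seen, with one of -0.32 (adjusted p = 8.4e-10 and 0.0023 from edgeR). Of 14 basal epithelial markers, 8 were higher and 1 was lower (adjusted p = 0.0056 from camera, adjusted p = 0.34 with an estimated correlation). Luminal markers had a median of 0.58 (adjusted p = 0.00014 from camera, adjusted p = 0.33 with an estimated correlation). Leukocyte markers had a median of -0.03, with 2 of 11 higher and 2 lower, and of 3 endothelial and 4 fibroblast markers 1 of each was higher while 1 and 2 were lower.

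The hypothesis that the cytokine genes rose as part of a response to double-stranded RNA or to the lentiviral vector was tested on the interferon-stimulated genes, with the test set in advance. Their median log2 fold change was 0.11, with an upper quartile of 0.37 and a highest value of 0.79. This median was under the 0.5 that had been set as the bound. That argues against a response with a broad rise of interferon-stimulated genes as the cause of the difference between the groups. The list still leaned upward, with 20 of 36 genes higher and 6 lower (adjusted p = 0.067 from camera, adjusted p = 0.0039 from fry). A response to double-stranded RNA without such a rise was not tested. The list did not hold ISG20, an interferon-stimulated gene by name, which had a log2 fold change of 1.23 (adjusted p = 4.6e-13 from edgeR). The paper lists a control hairpin sequence in its methods and describes an empty plasmid in its results. Both lines were made with lentivirus, so a response to the vector that both groups share would not be seen. If the NC line carried an shRNA, a shared response to double-stranded RNA would not be seen either.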
